# Single-cell analysis reveals fibroblast heterogeneity and myeloid-derived adipocyte progenitors in murine skin wounds

**DOI:** 10.1038/s41467-018-08247-x

**Published:** 2019-02-08

**Authors:** Christian F. Guerrero-Juarez, Priya H. Dedhia, Suoqin Jin, Rolando Ruiz-Vega, Dennis Ma, Yuchen Liu, Kosuke Yamaga, Olga Shestova, Denise L. Gay, Zaixin Yang, Kai Kessenbrock, Qing Nie, Warren S. Pear, George Cotsarelis, Maksim V. Plikus

## Abstract

During wound healing in adult mouse skin, hair follicles and then adipocytes regenerate. Adipocytes regenerate from myofibroblasts, a specialized contractile wound fibroblast. Here we study wound fibroblast diversity using single-cell RNA-sequencing. On analysis, wound fibroblasts group into twelve clusters. Pseudotime and RNA velocity analyses reveal that some clusters likely represent consecutive differentiation states toward a contractile phenotype, while others appear to represent distinct fibroblast lineages. One subset of fibroblasts expresses hematopoietic markers, suggesting their myeloid origin. We validate this finding using single-cell western blot and single-cell RNA-sequencing on genetically labeled myofibroblasts. Using bone marrow transplantation and Cre recombinase-based lineage tracing experiments, we rule out cell fusion events and confirm that hematopoietic lineage cells give rise to a subset of myofibroblasts and rare regenerated adipocytes. In conclusion, our study reveals that wounding induces a high degree of heterogeneity among fibroblasts and recruits highly plastic myeloid cells that contribute to adipocyte regeneration.

## Abstract (web summary)

The diversity of fibroblasts contributing to wound healing is unclear. Here, the authors use single-cell RNA-sequencing to identify heterogeneity among murine fibroblasts in the wound and find that recruited myeloid cells contribute to adipocyte regeneration during healing.

## Introduction

Skin forms the outermost layer of the body, and principally consists of a stratified epidermis residing on top of a collagen-rich dermis. While epidermis endows skin with its barrier function, dermis provides mechanical strength and houses numerous epidermal appendages, principally hair follicles and sweat glands. Hair follicles are complex epithelial–mesenchymal mini-organs that are rich in stem cells and regenerate cyclically. When fully grown, hair follicles span the entire dermis and part of the dermal white adipose tissue (dWAT), where they engage in signaling crosstalk. As a result of this crosstalk, hair follicles induce adipocyte progenitor proliferation and adipocyte hypertrophy^1^. Reciprocally, dWAT modulates hair stem cell quiescence and activation^2,3^.

Upon significant injury, such as full-thickness excisional wounding, skin undergoes repair. While small wounds, <1 cm^2^, typically repair by forming scar devoid of epidermal appendages and fat, large wounds, larger than 1 cm^2^, can regenerate de novo hair follicles^4^ and adipocytes in their center^5^. Large wounds in mice heal primarily by contraction, while the uncontracted portion closes by re-epithelialization and forms new connective tissue, rich in fibroblasts. In our model, wounds close in two weeks, and then new hair follicles regenerate in the central region by week three^4,6^, followed by new adipocytes during the fourth week^5^. The process of de novo hair follicle regeneration, termed wound-induced hair neogenesis (WIHN), involves reactivation of embryonic hair development programs^4^. Similarly, the process of de novo fat regeneration involves reactivation of an embryonic adipose lineage formation program^5^ (Supplementary Figure 1). It remains unclear why regeneration is limited to the wound center. Beyond laboratory mice^4,6,7^, WIHN is observed in rodents from the genus *Acomys*^8^ and in rabbits^9^. WIHN also likely occurs in sheep^10^, but not in laboratory rats^11^. While typically wounds in humans heal without regeneration, de novo hair follicles in facial skin wounds have been reported^12^.

Over the last decade, many signaling pathways necessary for WIHN have been partially elucidated. Activation of canonical WNT signaling is necessary for WIHN^4,6,13^, and both epidermal^13^ and dermal wound cells secrete and respond to WNT ligands at distinct phases^6^. Production of WNT ligands by dermal wound cells is initiated by FGF9, secreted by γδ T cells^6^. Activation of Hedgehog signaling downstream of WNT is necessary for dermal papilla (DP) fate specification by wound fibroblasts and for successful WIHN^14^. Macrophages also promote WIHN by secreting TNFα, which, in turn, activates p-AKT/p-β-catenin signaling^15^. Activation of TLR3 signaling by double-stranded RNA augments IL6 production and STAT3 activation, both of which positively impact WIHN efficiency^7^. In contrast, prostaglandin PDG2 inhibits hair follicle neogenesis^16^. Furthermore, WIHN is modulated by several transcriptional regulators, including homeobox factor MSX2^17^, zinc finger protein CXXC5^18^, and RNA-binding protein MSI2^19^. De novo fat regeneration is driven by BMP ligands produced by neogenic hair follicles^5^. Responding to BMP signals, wound myofibroblasts activate ZFP423, a transcriptional regulator that drives adipogenic lineage commitment. Hair follicles are critical for fat neogenesis and no adipocytes regenerate in hairless wounds^5^.

Less is known about the lineage origin of cells during WIHN. Fate mapping experiments by Ito, Yang^4^ showed that progeny of the pre-existing KRT15-positive hair follicle bulge stem cells do not give rise to de novo hair follicles. Instead, progeny of non-bulge LGR6-positive^20^ and LGR5-positive epithelial stem cells^15^ can contribute toward neogenic hair follicles. Little is known about the cells that regenerate DP, the principal mesenchymal component of hair follicles. Lineage studies suggest that myofibroblasts are the source for neogenic DPs^5,14^. Tracing experiments on CD133-positive DP cells of preexisting hair follicles indicate that they do not mobilize upon wounding^21^. Other fate mapping studies suggest that multiple skin fibroblast lineages mobilize to repair small wounds^22–24^. Using lineage tracing with *En1* (*Engrailed 1*)*-Cre*, Rinkevich, Walmsley^23^ identified *En1*-positive and *En1*-negative dermal fibroblasts. After wounding, *En1*-positive fibroblasts become major contributors toward wound repair, and genetically depleting them leads to scar reduction. The contribution of *En1*-positive fibroblasts toward wound repair was confirmed by Shook, Wasko^24^. Driskell, Lichtenberger^22^ showed that dermal fibroblasts contribute to wound repair in two waves. Progeny of lower dermal fibroblasts contribute early, while progeny of upper fibroblasts migrate into the wound later. Contribution from distinct dermal fibroblasts toward regenerating DPs in the WIHN model requires further investigation, yet the lack of clear lineage master-regulators complicates functional validation of DP fate mapping.

Unlike DPs, fat tissue with its well-established master-regulators, including ZFP423, CEBPs, and PPARγ, provides a tractable model system for studying de novo regeneration. Recently, we showed that de novo adipocytes regenerate from *Sm22* (aka *Tagln*) and *Sma* (aka *Acta2*) positive myofibroblasts^5^. Myofibroblast-specific ablation of *Pparγ* or BMP receptor 1a *(Bmpr1a)* largely prevented adipocyte regeneration in otherwise hair-bearing wounds. However, the degree of wound myofibroblast heterogeneity and their competency for adipogenic reprogramming remains unclear. The advent of single-cell RNA-sequencing (scRNA-seq) enables profiling of cellular heterogeneity in tissues with poorly characterized cell types. In this study, using a scRNA-seq approach, we identify and characterize multiple distinct fibroblast populations in regenerating mouse wounds. We show that major populations co-exist in wounds across the time course of regeneration. Furthermore, we identify bone marrow-derived adipocytes and a rare subset of wound fibroblasts with myeloid characteristics that undergo fat regeneration.

## Results

### Single-cell analysis reveals heterogeneity in large wounds

We performed scRNA-seq on unsorted cells from wound dermis 12 days post-wounding (PW) (Fig. 1a). This time point coincides with completion of wound re-epithelialization and strong SMA expression^5^. Approximately 21,819 sequenced cells met quality control metrics (Supplementary Figure 2) and were analyzed. Unsupervised clustering using the Seurat package^25^ identified 13 cell clusters (Fig. 1b, left). Using the differentially expressed gene signatures, we attributed clusters to their putative identities (Fig. 1b, right) and hierarchical similarities (Fig. 1c; Supplementary Figure 3a). Figure 1d provides a summary diagram of identified cell types. Figure 1e–g show selected differentially expressed genes in the form of a heatmap (Fig. 1e), bar charts (Fig. 1f), and feature plots (Fig. 1g). Several clusters contained immune cells. The most abundant of them, representing ~16% of all cells, was cluster C3. It was enriched for myeloid markers, including *C1qb, Cd14, Cd68, Lyz2, Mafb*, and *Pf4* (Supplementary Figure 3b; Supplementary Data 1). Cluster C7 cells were classified as T lymphocytes (~4%) and they expressed *Cd3d, Cd81, Icos, Maf, Nkg7*, and *Thy1* (Supplementary Figure 4). Cluster C8 cells were identified as B lymphocytes (~3%) and C12 as dendritic cells (~1%). Two other distinct cell clusters were C5 (~9%) and C13 (~1%). Cluster C5 cells were enriched for endothelial markers *Cav1, Cd34, Cd93, Ly6e, Ly6c1*, and *Pecam1*, while cluster C13 cells—for lymphatic endothelial markers *Ccl21a, Lyve1, Pdpn*, and *Prox1*. Cluster C10 cells (~1%) were classified as Schwann cells based on expression of *Cadm4, Dbi, Gpm6b, Itih5*, and *Plp1*. The remaining five clusters—C1, C2, C4, C6 and C9, representing ~65% of all analyzed wound cells, were collectively characterized as fibroblasts. They were highly enriched for collagens, including *Col1a1, Col3a1, Col5a1, Col12a1*, and extracellular matrix protein genes, including *Dcn* (*Decorin*) and *Fbln2* (*Fibulin 2*) (Supplementary Figure 3b; Supplementary Data 1). Many of these cells expressed high levels of contractile myofibroblast factors: *Cald1, Myl9, Tagln*, and *Acta2* (Supplementary Figure 3b).

**Fig. 1:**
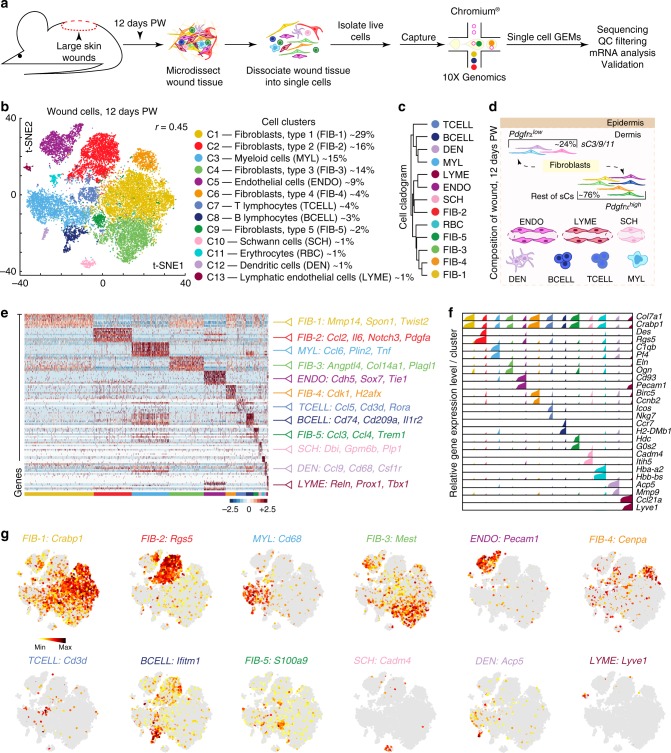
scRNA-seq analysis reveals cellular heterogeneity in day 12 wounds. **a** Schematic of cell isolation, cell processing, capture by droplet-based device, sequencing, and downstream analysis. **b** t-SNE plot revealed cellular heterogeneity with 13 distinct clusters of cells identified and color-coded. General identity of each cell cluster is defined on the right. Parameter *r* refers to Seurat’s FindClusters function and determined clustering resolution. **c** Unsupervised hierarchical clustering of average gene signatures showing relatedness of cell clusters (correlation distance metric, average linkage). **d** Wound schematic showing cellular repertoire. Different cell types, as identified on scRNA-seq, are color-coded to match colors on **b**. **e** Heatmap of differentially expressed genes. For each cluster the top 10 genes and their relative expression levels in all sequenced wound cells are shown. Selected genes for each cluster are color-coded and shown on the right. **f** Relative expression of selected cluster-specific genes shown as high-density bar charts. Bar height corresponds to gene’s relative expression level in each cell and ordering is performed from low to high expressing cells. Two genes are shown per cluster and clusters are color-coded to match the colors in **b**. **g** Feature plots of expression distribution for selected cluster-specific genes. Expression levels for each cell are color-coded and overlaid onto t-SNE plot. Cells with the highest expression level are colored black. PW: post-wounding, GEM: gel bead-in-emulsion, QC: quality control

### Wound fibroblasts subcluster into distinct cell populations

Next, we performed unsupervised clustering on all wound fibroblasts and observed further heterogeneity with 12 subclusters, sC1 through sC12 (Fig. 2a, b; Supplementary Figure 5), each containing unique marker gene profiles (Fig. 2c; Supplementary Figure 6; Supplementary Data 2). Considering that transcription factors (TFs) commonly regulate cellular characteristics, we examined their expression patterns. All fibroblasts shared the following 20 TFs: *Cebpb, Egr1, Fosb, Fosl2, Hif1a, Klf2, Klf4, Klf6, Klf9, Nfat5, Nfatc1, Nfkb1, Nr4a1, Nr4a2, Pbx1, Prrx1, Runx1, Stat3, Tcf4*, and *Zeb2* (Supplementary Figure 7a). These can be defined as a common wound fibroblast TF signature. Among these factors were Runx1^26^, Tcf4^27^, and Zeb2^28^ (Supplementary Figure 8), previously implicated in myofibroblast differentiation. The *Ebf1*^*high*^*/Id3*^*high*^*/Zeb2*^*high*^*/En1*^*low*^*/Nfix*^*low*^*/Prrx2*^*low*^*/Sox9*^*off*^ signature marked fibroblasts from sC3/9/11 subclusters (Supplementary Figure 7b, c), which are hierarchically distinct (Fig. 2b; Supplementary Figure 5). Among the remaining nine subclusters, fibroblasts in six subclusters, sC1 and sC4–sC8, had low expression of *Id2* and *Id3*. Among these six *En1*^*high*^*/Id2*^*low*^*/Id3*^*low*^ subclusters, sC4 was *Sox11*^*high*^, sC5–*Twist2*^*high*^, sC7–*Twist1*^*high*^*/Twist2*^*high*^*/Foxp1*^*low*^ and sC8–*Nfia*^*high*^ (Supplementary Figure 7b, c). Other subclusters also had their own, albeit complex TF expression signatures.

**Fig. 2:**
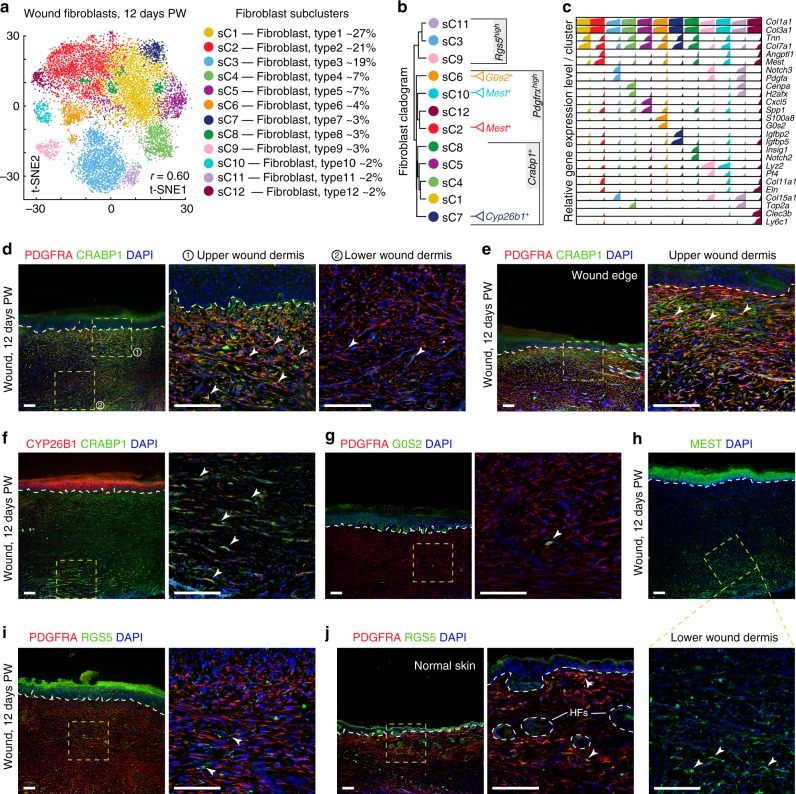
Subclustering of wound fibroblasts reveals cellular heterogeneity. **a** Subclustering of wound fibroblasts (cells from clusters C1, C2, C4, C6, and C9 shown in Fig. 1) further identified 12 distinct subtypes. Color-coded t-SNE plot is shown and each fibroblast subcluster (sC1 through sC12) is defined on the right. **b** Unsupervised hierarchical clustering showing relatedness of wound fibroblast subclusters. Immunostaining markers specific to individual fibroblast subclusters or groups of subclusters are listed on the right. **c** Relative expression of selected subcluster-specific genes shown as high-density bar charts. Bar charts are generated analogous to these in Fig. 1f. Two genes are shown per subcluster and subclusters are color-coded to match the colors in **a**. **d–j** Staining of day 12 wounds for selected markers. **d**, **e** Co-staining for PDGFRA (red) and CRABP1 (green) identifies enriched localization of CRABP1^+^/PDGFRA^+^ double-positive fibroblasts in the upper wound dermis (arrowheads on inset 1 on **d** and inset on **e**). Lower wound dermis contains large numbers of PDGFRA^+^ single-positive fibroblasts (inset 2 on **d**). **f** Co-staining for CRABP1 (green) and CYP26B1 (red) identifies occasional CYP26B1^+^/CRABP1^+^ double-positive fibroblasts (arrowheads on inset). **g** Co-staining for PDGFRA (red) and G0S2 (green) identifies seldom G0S2^+^/PDGFRA^+^ double-positive fibroblasts (arrowhead on inset). **h** Numerous MEST^+^ cells (green) are present in the wound and primarily localize in the lower wound dermis (arrowheads on inset). **i** Co-staining for PDGFRA (red) and RGS5 (green) identifies RGS5^+^ single-positive fibroblasts present throughout wound dermis (arrowheads on inset). **j** Normal, unwounded skin contains both RGS5^+^ single-positive and RGS5^+^/PDGFRA^+^ double-positive fibroblasts, especially in the upper dermis (arrowheads on inset). Hair follicles are marked. Immunostaining images shown in this figure are representative of the marker staining patterns observed in three or more independently stained samples. PW: post-wounding, HF: hair follicle. Size bars: **d**–**j**—100 µm

Next, we examined signaling pathway markers, receptors and ligands. Hierarchically distinct subclusters sC3/9/11 had the following receptor signature: *Mcam*^*high*^*/Pdgfrb*^*high*^*/Fgfr1*^*low*^*/Tgfbr2*^*low*^*/Tgfbr3*^*low*^*/Ncam1*^*off*^*/Pdgfra*^*low*^, and ligand signature: *Il6*^*high*^*/Pdgfa*^*high*^*/Igf1*^*low*^*/Igfbp3*^*low*^*/Mdk*^*low*^*/Dkk3*^*off*^. Nine remaining subclusters were primarily differentiated from subclusters sC3/9/11 based on high *Pdgfra* expression, while having low *Il6, Pdgfa*, *Pdgfrb* and high *Igf1, Mdk, Tgfbr2, Tgfbr3* expression (Supplementary Figure 7c). Additionally, among these nine subclusters, fibroblasts in sC2 were *Angptl1*^*high*^, sC5 –*Ccl8*^*high*^*/Cxcl5*^*high*^*/Grem1*^*high*^*/Spp1*^*high*^, sC6–*Il1b*^*high*^, sC7–*Ccl8*^*high*^*/Igfbp3*^*low*^, sC10–*Angptl1*^*high*^*/Il1b*^*high*^*/Pf4*^*high*^ and sC12–*Angptl1*^*high*^*/Fst*^*high*^ (Supplementary Figure 7b, c; Supplementary Data 2). We also profiled cell cycle state^29^. Intriguingly, sC4 and sC11 subclusters were prominently enriched for G2/M markers (Supplementary Figure 9). Considering hierarchical similarities (Fig. 2b), sC4 and sC11 likely represent actively cycling subsets of sC1 and sC3 populations, respectively.

We also spatially mapped a portion of fibroblast subclusters to day 12 wound regions using immunostaining. We chose markers based on their high, yet specific expression on scRNA-seq and their membranous or intracellular localization (Fig. 2b). Fibroblasts in clusters sC1/2/4-8/10/12 were marked based on PDGFRA expression. Among these, cells in subclusters sC1/4/5/7/8 were differentiated from sC2/6/10/12 cells based on CRABP1 expression. Intriguingly, PDGFRA^+^/CRABP1^+^ cells were enriched under the epidermis, while PDGFRA^+^/CRABP1^neg^ cells primarily localized to the lower dermis (Fig. 2d, e). Among CRABP1^+^ cells, rare sC7 cells (~3%) were also CYP26B1^+^ and showed scattered presence in the dermis (Fig. 2f). Among PDGFRA^+^/CRABP1^neg^ cells, rare sC6 cells (~4%) were G0S2^+^ and were seldom found in the lower dermis (Fig. 2g), while MEST2^+^ sC2/10 cells, which were abundant on scRNA-seq, showed broad presence throughout the lower dermis (Fig. 2h). sC3/9/11 fibroblasts were distinguished based on RGS5 expression. RGS5^+^ cells were present throughout wound dermis (Fig. 2i, j), and majority of them localized outside of the blood vessels.

Taken together, our analyses suggest that, upon completion of re-epithelialization on day 12, large wounds may contain two major fibroblast populations. One population, representing ~24% of wound fibroblasts, consists of three subclusters sC3/9/C11, which express low levels of TGFβ receptors *Tgfbr2, Tgfbr3*, and PDGF receptor *Pdgfra* and high levels of *Pdgfrb*. They also stain with RGS5 and localize throughout wound dermis. The second and more heterogeneous population, representing ~76% of wound fibroblasts, consists of nine subclusters and expresses intermediate to high levels of *Tgfbr2, Tgfbr3*, high levels of *Pdgfra*, but not *Pdgfrb*. Notably, PDGFRA signaling is an established driver of fibrosis in multiple tissues, including fat and skeletal muscle. *Pdgfra*^*high*^ cells also express higher levels of receptors for the TGFβ pathway, another well-established driver of fibrosis. *Pdgfra*^*low*^ cells are also *Pdgfrb*^*high*^, and *Pdgfrb*-expressing perivascular cells were identified as the precursors for new adipocytes in visceral fat in obesity^30^. Additionally, we identified a high level of previously unappreciated heterogeneity within both fibroblast populations. For instance, *Pdgfra*^*high*^ fibroblasts further subdivide into upper and lower dermal cells both anatomically and by gene expression.

### Analyses reveal myofibroblast differentiation trajectories

While t-SNE analysis helped to reveal heterogeneity among wound fibroblasts, we also wondered if they share common differentiation trajectories. Indeed, upon wounding, many fibroblasts differentiate into myofibroblasts and on scRNA-seq contractile markers were detected across multiple fibroblast subclusters. In large wounds, myofibroblasts also serve as the principal progenitors for fat regeneration^5^. Ordering of cells in pseudotime^31^ arranged most of fibroblasts into a major trajectory, with two minor bifurcations (Fig. 3a, top). Fibroblasts from different subclusters distributed broadly across the pseudotime space, with *Pdgfra*^*low*^ sC3/9/11 cells primarily occupying the right half of the major trajectory, with the remaining half consisting of *Pdgfra*^*high*^ cells (Fig. 3a, bottom). Next, we performed RNA velocity analysis, which considers both spliced and unspliced mRNA counts to predict potential directionality and speed of cell state transitions. It represents such transitions as vectors, with long vectors marking rapid differentiation events^32^. RNA velocity distinguished three sets of vectors, defined as paths. Path1 and Path2 vectors appear to represent differentiation of the *Crabp1*^*neg*^ fraction of *Pdgfra*^*high*^ cells and a fraction of *Pdgfra*^*low*^ cells, respectively, toward a shared state surrounding minor bifurcations, that is primarily composed of *Crabp1*^*+*^ *Pdgfra*^*high*^ fibroblasts. Path3 vectors appear to represent differentiation of mainly *Pdgfra*^*low*^ fibroblasts toward a distinct state (Fig. 3b). Cells expressing collagen *Col14a1* and mesoderm-specific transcript *Mest* preferentially distributed at the beginning of all paths (Fig. 3d; Supplementary Data 3), while the contractile genes *Acta2* and *Tagln* increased in density and expression levels toward the ends of these paths (Fig. 3e). We posit that all three RNA velocity paths may represent putative fibroblast differentiation trajectories toward myofibroblast states. We also examined pseudotime dynamics using scEpath^33^, which identifies pseudotime-dependent genes and arranges them into clusters. This analysis revealed five gene clusters (Fig. 3c), including multiple signaling factors and TFs (Fig. 3f, g; Supplementary Figure 10). Overlaying RNA velocity vectors onto these clusters suggests that cluster pC1 contains genes expressed at the beginning points of Path1 and Path2, cluster pC2 primarily contains Path1 differentiation program genes, cluster pC3—mainly Path2 differentiation program genes, whereas clusters pC4 and pC5 are largely composed of Path3 differentiation program genes. Taken together, pseudotime, RNA velocity, and scEpath analyses establish a basis for exploring signaling and transcriptional regulators of wound myofibroblast differentiation programs.

**Fig. 3:**
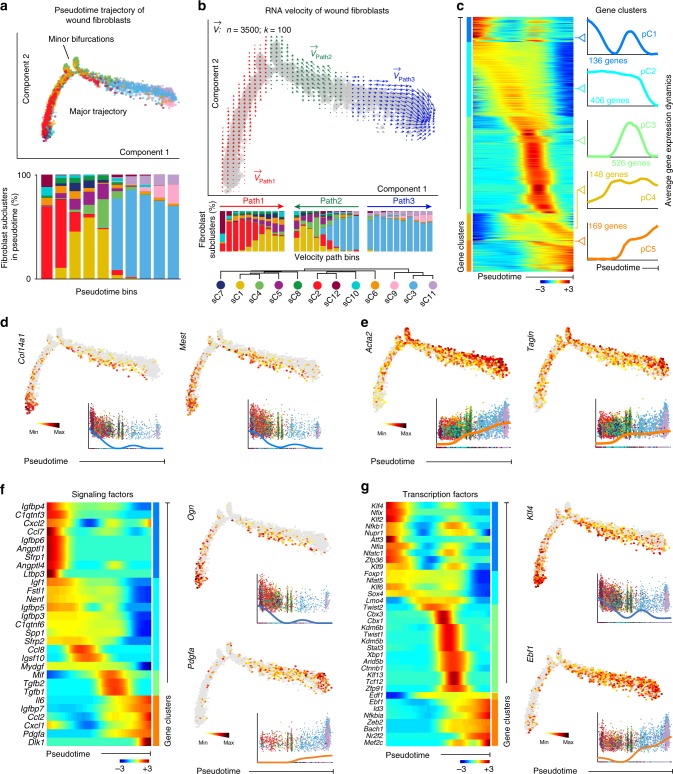
Pseudotime analyses reveal putative fibroblast differentiation trajectories. **a** Pseudotime ordering on wound fibroblasts arranged them into a major trajectory, with two minor bifurcations (top panel). Stacked bar chart shows relative abundance of fibroblasts from distinct subclusters across the pseudotime, which was divided into ten equal bins (bottom panel). *Pdgfra*^*low*^ sC3/9/11 cells primarily occupy right half of the trajectory, with the remaining part consisting of *Pdgfra*^*high*^ cells. All cells on the pseudotime and the bar chart are color-coded to match the colors in Fig. 2a. **b** RNA velocity analysis distinguished three sets of velocity vectors across the pseudotime: Path1 (red), Path2 (green) and Path3 (blue). Stacked bar charts show relative abundance of fibroblast subclusters across individual RNA velocity paths (middle panel). Bottom panel defines fibroblast subcluster colors and matches the colors in Fig. 2a. **c** scEpath analysis performed on pseudotime identified five gene clusters (pC1 through pC5) of pseudotime-dependent genes. Heatmap of the expression levels for all differentially expressed genes in all analyzed wound fibroblasts is shown on the left. Average gene expression dynamics and gene counts in all five clusters are shown on the right. **d** Feature plots of expression distribution for *Col14a1* and *Mest* across pseudotime. Both genes are part of cluster pC1 and mark the beginning points of RNA velocity Path1 and Path2. Expression levels for each cell are color-coded with the highest expression level colored black. **e** Feature plots of expression distribution for contractile markers *Acta2* and *Tagln* across pseudotime. Cells with the highest expression level are colored black. Numbers of both *Acta2*^*+*^ and *Tagln*^*+*^ cells peak around minor bifurcations and along Path3. **f**, **g** Expression level heatmaps for selected signaling factors (**f**) and transcription factors (**g**) identified as differentially expressed on **c**. Each heatmap is accompanied by color-coded pseudotime feature plots for two selected genes. Numbers of *Ogn*^*+*^ and *Klf4*^*+*^ cells peak at the beginning points of RNA velocity Path1 and Path2, while numbers of *Pdgfa*^*+*^ and *Ebf1*^*+*^ cells increase along Path3. Cells with the highest expression level are colored black

### Wounds contain myofibroblasts with hematopoietic features

We noted that, on scRNA-seq, many fibroblasts across all 12 subclusters expressed hematopoietic markers. Specifically, many fibroblasts expressed the myeloid-specific marker *Lyz2 (Lysozyme 2*, aka *LysM)* (Fig. 4a). We examined fibroblasts that co-expressed *Lyz2*, collagen *Col12a1* and contractile markers *Acta2* and *Tagln* (Fig. 4b, c). This identified *Lyz2*^*+*^*/Acta2*^*+*^*/Tagln*^*+*^*/Col12a1*^*+*^ quadruple-positive myofibroblasts, representing ~11% of all wound fibroblasts. They were present in all subclusters with sC9 and sC10 being the most enriched, containing ~32% and ~21% of such cells, respectively (Fig. 4c). We also used two additional markers, hematopoietic progenitor-associated *Cd34* and myeloid-specific *Cd14* to identify presence of *Cd34*^*+*^*/Acta2*^*+*^*/Tagln*^*+*^*/Col12a1*^*+*^ and *Cd14*^*+*^*/Acta2*^*+*^*/Tagln*^*+*^*/Col12a1*^*+*^ quadruple-positive myofibroblasts (Fig. 4d).

**Fig. 4:**
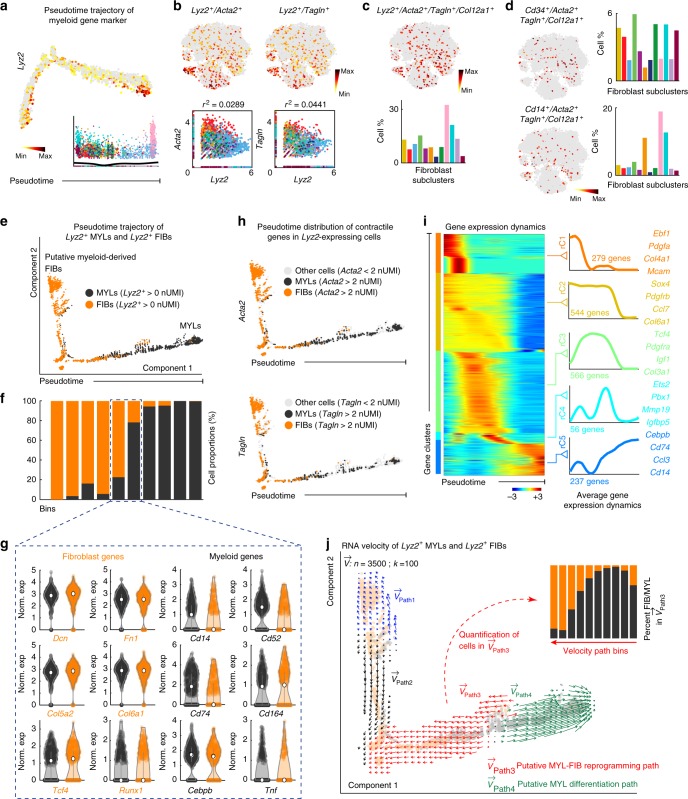
Identification of rare myeloid-derived myofibroblasts in day 12 wounds. **a** Expression levels of myeloid marker *Lyz2* shown as pseudotime feature plot. Cells with the highest expression level are colored black. *Lyz2*^*+*^ cells are present throughout the pseudotime. **b** Overlay of *Lyz2* and contractile markers *Acta2* and *Tagln* expression onto the t-SNE space reveals *Lyz2*^*+*^*/Acta2*^*+*^ and *Lyz2*^*+*^*/Tagln*^*+*^ double-positive wound fibroblasts. **c** Overlay of *Lyz2, Acta2, Tagln* and fibroblast marker *Col12a1* onto the t-SNE space reveals *Lyz2*^*+*^*/Acta2*^*+*^*/Tagln*^*+*^*/Col12a1*^*+*^ quadruple-positive cells among wound fibroblasts. Quantification (bottom) shows that quadruple-positive cells are present in all wound fibroblast subclusters, with subclusters sC9 (pink) and sC10 (teal) being the most enriched. **d** Overlay of *Acta2, Tagln* and *Col12a1* expression with that of the hematopoietic progenitor-associated marker *Cd34* and myeloid marker *Cd14* reveals *Cd34*^*+*^*/Acta2*^*+*^*/Tagln*^*+*^*/Col12a1*^*+*^ and *Cd14*^*+*^*/Acta2*^*+*^*/Tagln*^*+*^*/Col12a1*^*+*^ quadruple-positive cells present among wound fibroblasts. **e** Joint pseudotime ordering on *Lyz2*^*+*^ wound myeloid cells (black) and *Lyz2*^*+*^ fibroblasts (orange). Cells with normalized UMI (nUMI) counts > 0 were selected for this analysis. **f** Stacked bar chart shows relative distribution of fibroblasts and myeloid cells across the pseudotime, which was divided into 10 equal bins. **g** Middle two bins show almost equal mixing of both cell types with hybrid expression patterns, simultaneously enriched for established fibroblast-specific and myeloid-specific genes. **h** Distribution of cells expressing contractile markers *Acta2* and *Tagln* shown as pseudotime feature plots. Cells were considered positive if their nUMI counts were > 2. Positive fibroblasts are colored orange, positive myeloid cell—black and negative cells—light gray. Positive cells are present across the entire pseudotime. **i** scEpath analysis performed on pseudotime from **e** along the fibroblast-to-myeloid trajectory identified five gene clusters (rC1 through rC5) of pseudotime-dependent genes. Heatmap is shown on the left. Average gene expression, gene counts and selected genes in all five clusters are shown on the right. **j** RNA velocity analysis distinguished several sets of velocity vectors across the pseudotime. Path3 vectors (red) encompass the middle bins from **g** and appear to represent putative transition of *Lyz2*^*+*^ myeloid cells into fibroblasts. Path4 vectors (green) appear to mark differentiation of wound-resident myeloid cells. FIB: fibroblast, MYL: myeloid cell

To examine if *Lyz2*^*+*^ myofibroblasts might derive from wound-resident myeloid cells, we performed pseudotime analysis jointly on all *Lyz2*-expressing wound fibroblasts and myeloid cells (cells from cluster C3 on Fig. 1b). This analysis arranged all cells into a major trajectory, with several minor bifurcations (Fig. 4e). Fibroblasts (orange) and myeloid cells (black) distributed differentially across the pseudotime space; however, a prominent overlap region was observed in the middle of the trajectory (Fig. 4f). Within this region, both cell types displayed hybrid expression patterns, simultaneously enriched for fibroblast-specific and myeloid-specific genes (Fig. 4g; Supplementary Figure 11a). *Acta2* and *Tagln* were enriched in *Lyz2*^*+*^ fibroblasts, but were also expressed in *Lyz2*^*+*^ myeloid cells, including in the overlap region (Fig. 4h). scEpath identified five pseudotime-dependent gene clusters (Fig. 4i; Supplementary Figure 11b–e; Supplementary Data 4), while RNA velocity distinguished four vector paths (Fig. 4j). Importantly, Path3 vectors, which encompass the overlap region, appear to represent putative conversion of *Lyz2*^*+*^ myeloid cells into fibroblasts (red on Fig. 4j), while Path4 vectors appear to mark differentiation of wound-resident myeloid cells (green on Fig. 4j). Overlaying RNA velocity vectors onto scEpath data indicates that genes in cluster rC5 mark myeloid differentiation program along Path4, while genes in clusters rC4 and rC3 mark early and late stages of putative myeloid-to-fibroblast conversion pathway, respectively.

Next, we performed scRNA-seq on genetically marked contractile cells, isolated from day 12 wounds of *Sm22-Cre;tdTomato* mice (Fig. 5a). 

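Sm22-Cre places Cre recombinase under the promoter of Tagln, whose product is also called SM22, and tdTomato marks the cells in which it has been active. Viable tdTomato-high cells were captured singly in a C1 microfluidic chip, and their full-length cDNA was sequenced as paired ends. The deposited day 12 data hold 3 captures of 54, 65 and 40 cells. Their values are FPKM, fragments scaled by transcript length and by the total of the cell, which the authors computed with RSEM. The files hold neither fragment counts nor totals. The total of each cell was therefore estimated from the smallest step between its values on genes with a single transcript. The median estimate was 1844176 fragments per cell in capture 1, 1064753 in capture 2 and 1197971 in capture 3. Wound tissue of 2 to 3 mice was pooled per time point, and it is not stated whether the captures came from different mice. The capture was taken as the replicate and cells were not.
Kept cells were scaled to the same total, transformed as ln(x + 1), corrected for capture with ComBat and clustered with the Louvain method of Seurat at resolution 0.9 on 10 principal components. The 11 genes on which the clusters are compared, Ptprc, Lyz2, Ccl6, Acta2, Tagln, Pdgfra, Pdgfrb, Col12a1, Cd14, Cd34 and Cd68, were held out of the clustering. Each cluster was named for the marker list with the highest mean in it. The lists describe matrix fibroblasts with genes such as Col1a1 and Dcn, fibroblasts with Rgs5 and Notch3, and myeloid cells with genes such as Tyrobp, Fcer1g and C1qb. Classes named in this way carry the ending "-like", since the names rest on RNA alone. Class means per capture of the uncorrected FPKM were compared as log2(mean FPKM + 1) with limma, with the capture as a block.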

A microfluidic-based capture platform was used (Supplementary Figure 12a). 

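Of the day 12 cells, 143 had at least 159000 estimated fragments. Among these, 23 exceeded a mitochondrial share of 15% and 1 exceeded 11000 genes, which left 119 cells, with 42, 45 and 32 from captures 1, 2 and 3. A kept cell held between 171312 and 6948305 estimated fragments, with a median of 1658155. The median number of genes with a value above 0 was 6088 per kept cell (SD 1330 between cells), and 6233, 6200 and 5832 in the 3 captures. Counting only genes with at least 1 estimated fragment gave a median of 5743, omitting the limits on genes and mitochondrial share gave 5817, and counting genes from 1 FPKM, an alternative chosen after seeing the data, gave 4704. Mice of both sexes were used, so RNA of Y-linked genes and of Xist in the same cell would be a mark of a doublet. Y-linked RNA (Ddx3y plus Eif2s3y) reached 10 FPKM in 17, 0 and 21 cells of captures 1, 2 and 3, and Xist reached it in 6, 23 and 5 cells. No cell of captures 1 and 3 held both, but 19, 22 and 6 cells held neither, and a doublet of both sexes was not measurable in capture 2, so no limit on doublets follows. Doublets of cells of the same sex are not seen by this measure.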

Although it captured substantially fewer cells, 116 in total, compared to the droplet-based capture approach, it yielded a higher depth of sequencing, 5830 vs. 1101 median genes/cell (Supplementary Figure 12b vs. 2b), and eliminated the possibility of cell doublets. 

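The kept day 12 cells formed 4 clusters of 48, 30, 28 and 13 cells. The clusters of 48 and 28 cells had matrix fibroblast-like profiles, with genes such as Crabp1 leading the former and Saa3 and Sfrp4 the latter, and were joined into a class of 76 cells. The cluster of 30 cells was led by Rgs5, Sparcl1 and Cox4i2 and is called Rgs5 fibroblast-like. That name follows the paper's fibroblast subclusters sC3, sC9 and sC11. No marker list for pericytes was used, so the name does not tell such cells apart from fibroblasts. The cluster of 13 cells was led by Wfdc17, Cd74 and C1qb and is called myeloid-like. Supplementary Data 5 lists markers of fC1, fC2 and fC3 with adjusted p values computed over cells. Of the listed markers, only those with a positive fold change and an adjusted p below 0.05 in that table were used. The paper made these lists from the same cells. They therefore only match the classes to its clusters and are no independent support. All 136 such fC1 markers present in the files had a higher mean in the matrix fibroblast-like class than in the other cells. The same held for all 77 fC2 markers in the Rgs5 fibroblast-like class and all 61 fC3 markers in the myeloid-like class. The detection shares in Supplementary Data 5 can be met by clusters of no fewer than 71, 32 and 13 cells. The myeloid-like cells came unevenly from the captures, with 2 of 42, 10 of 45 and 1 of 32 cells in captures 1, 2 and 3, and made up 10.0% ± 10.6 of the cells (SD, n = 3 captures). The Rgs5 fibroblast-like class took 26.0% ± 7.77 (SD, n = 3). The myeloid-like cells did not form a cluster of their own at a resolution of 0.6, which gave 2 clusters, or without batch correction, which gave 3 clusters.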

On t-SNE analysis, cells segregated into three clusters—fC1, fC2, and fC3 (Fig. 5b), each with its distinct gene markers (Supplementary Figure 13; Supplementary Data 5). 

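Pdgfra lies on chromosome 5 of GRCm38 from 75152292 to 75198215 and encodes a receptor of platelet-derived growth factor. It was detected in 67 of 76 matrix fibroblast-like cells, 6 of 30 Rgs5 fibroblast-like cells and 0 of 13 myeloid-like cells, which allows a share of up to 23.1% of cells with detected RNA in the last. Its log2 mean was 5.73 ± 0.17 (SD, n = 3 captures) in the matrix fibroblast-like class and 0.78 ± 0.60 in the Rgs5 fibroblast-like class. The difference of -4.96 (standard error 0.93) was past the threshold when adjusted over the list alone, that is over the held-out genes (adjusted p = 0.0029), but not over the 11308 genes tested (adjusted p = 0.078). The droplet-based data behind subclusters sC1 to sC12 were not analysed here, so their marker lists in Supplementary Data 2 were read in the day 12 classes instead of a correlation of profiles. Of the 27 sC1 markers in the files, 23 had their highest class mean in the matrix fibroblast-like class. For sC4 these were 52 of 110, for sC5 58 of 73, for sC8 22 of 38 and for sC10 10 of 67. Higher shares than for sC4 and sC8 were found for sC2 (108 of 126), sC7 (71 of 87) and sC12 (104 of 146). Of the sC10 markers, 49 were highest in the myeloid-like class.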

Pearson correlation showed that fC1 cells were the most similar to *Pdgfra*^*high*^ fibroblasts from subclusters sC1/4/5/8/10. Cells from fC2 were the most similar to *Pdgfra*^*low*^ fibroblasts from subclusters sC3/11 and expressed high levels of *Pdgfrb*. 

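The sC3 markers of Supplementary Data 2 were on average higher in the Rgs5 fibroblast-like class than in the matrix fibroblast-like class by 1.69 ± 0.32 on the log2 scale (SD, n = 3 captures), the sC9 markers by 1.09 ± 0.62 and the sC11 markers by 1.00 ± 0.08. The sC1 markers were lower at -2.98 ± 0.71. Pdgfrb lies on chromosome 18 from 61045150 to 61085061. It was detected in 30 of 30 Rgs5 fibroblast-like cells and in 75 of 76 matrix fibroblast-like cells. The log2 mean was 6.83 ± 1.37 (SD, n = 3 captures) in the former and 5.40 ± 0.50 in the latter, and it was higher in the Rgs5 fibroblast-like class in each capture, by 1.57, 0.48 and 2.22. The mean difference of 1.42 (standard error 0.55) gave an adjusted p of 0.28 over all genes tested with limma, and of 0.044 adjusted over the list alone. With each capture left out in turn the difference stayed between 1.03 and 1.89.
Over all genes, 74 passed an adjusted p of 0.05, of which 39 were higher in the Rgs5 fibroblast-like class. That number depended on single captures, since it was 3 without capture 1, 0 without capture 2 and 32 without capture 3. Rgs5 itself was higher by 7.11 (adjusted p = 0.039) and Col12a1, on chromosome 9 from 79598991 to 79718831, was lower at -3.05 (adjusted p = 0.040). Acta2, on chromosome 19 from 34241090 to 34255590, was detected in 29 of 30 Rgs5 fibroblast-like and 56 of 76 matrix fibroblast-like cells. It differed by 1.34 (standard error 0.27, adjusted p = 0.091), and by an adjusted p of 0.0029 over the list alone. Tagln, on chromosome 9 from 45929619 to 45936058, was detected in 28 of 30 and 61 of 76 cells and differed by 1.36 (standard error 0.33, adjusted p = 0.11), with an adjusted p of 0.0064 over the list alone. Without the capture as a block, the difference in Pdgfra had an adjusted p of 0.043, and 72 genes passed.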

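Of the 272 markers that Supplementary Data 2 lists for sC9 and the files hold, 128 had their highest day 12 class mean in the Rgs5 fibroblast-like class, 124 in the myeloid-like class and 20 in the matrix fibroblast-like class. The list holds 14 of the 15 myeloid markers used to name the classes, and the sC10 list holds 9. Relative to the average of the 2 fibroblast-like classes, the sC9 markers differed in the myeloid-like class by 0.14 ± 0.75 on the log2 scale (SD, n = 3 captures), a difference within the spread of the captures. The sC10 markers differed by 2.84 ± 0.76 and the sC6 markers by 1.28 ± 1.52.
Tagln was detected in 0 of the 13 myeloid-like cells, which allows a share of up to 23.1%, and in 89 of the other 106 cells. Acta2 was detected in 3 of the 13 cells (23.1%, 95% Clopper-Pearson interval 5.04 to 53.8) at a mean of 3.25 FPKM, and in 85 of 106 other cells (80.2%, 71.3 to 87.3) at 570 FPKM. Col12a1 was detected in 7 of 13 cells at 1.34 FPKM and in 104 of 106 other cells at 591 FPKM. These intervals and limits cover counting error only. In captures 1, 2 and 3 the log2 mean of the myeloid-like cells was below that of the other cells by -8.71, -9.13 and -9.47 for Tagln, by -8.92, -7.37 and -5.92 for Acta2 and by -9.15, -7.91 and -7.90 for Col12a1. The median depth of the class was 1.24 times that of all day 12 cells.
Lyz2, Acta2, Tagln and Col12a1 were all above 0 FPKM in 11 of the 119 kept cells (9.24%, 4.71 to 15.9), of which 6 were Rgs5 fibroblast-like, 5 matrix fibroblast-like and 0 myeloid-like. With at least 10 estimated fragments required of each gene the number was 5 of 119 (4.20%, 1.38 to 9.53). All 6 Rgs5 fibroblast-like cells above 0 FPKM for the 4 genes came from capture 2. There Lyz2 was detected in 6 of 11 cells of that class, against 0 of 8 and 0 of 11 in captures 1 and 3. The 9.24% therefore rests largely on that capture. One Rgs5 fibroblast-like cell of capture 2 held Lyz2 at 7509 FPKM together with Acta2 at 1384, Tagln at 1596 and Tyrobp at 2708 FPKM, with 9284 genes detected. In the clustering of all days this cell is myeloid-like, so the numbers of myeloid-like cells with Tagln or with all 4 genes depend on the clustering.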

Cluster fC3 had the highest correlation to sC9 subcluster (Fig. 5d), enriched for *Lyz2*^*+*^*/Acta2*^*+*^*/Tagln*^*+*^*/Col12a1*^*+*^ quadruple-positive myofibroblasts. 

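Ptprc lies on chromosome 1 from 138062861 to 138175708, Lyz2 on chromosome 10 from 117277331 to 117282321 and Ccl6 on chromosome 11 from 83587882 to 83593087. Ptprc was detected in 12 of the 13 myeloid-like cells (92.3%, 95% Clopper-Pearson interval 64.0 to 99.8) and in 1 of the 106 other cells (0.943%, 0.0239 to 5.14). Lyz2 was detected in 13 of 13 and in 13 of 106 cells, and Ccl6 in 11 of 13 and in 3 of 106 cells. The class was not tested at day 12, since the comparisons were limited to captures with at least 3 cells of both classes, which 1 capture held. The mean difference between the log2 means of the myeloid-like and the other cells was 9.13 ± 2.56 for Lyz2 (SD, n = 3 captures), 7.44 ± 0.63 for Ptprc and 8.45 ± 0.69 for Ccl6. Each of these differences was positive in all 3 captures and larger than the spread between them. The alternative that moved the Lyz2 difference most was k-means clustering, at 11.15. For Lyz2 the difference was smallest in capture 2, at 6.20, where 1 Rgs5 fibroblast-like cell with both kinds of RNA lies among the other cells. Cd68, which was held out of the clustering as well, was detected in 13 of 13 myeloid-like and 6 of 106 other cells, Cd14 in 4 and 3, and Cd34 in 10 and 88.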

Consistently, this cluster was also the most enriched for hematopoietic markers, including pan-hematopoietic *Cd45* (aka *Ptprc*), and myeloid-specific *Lyz2* and *Ccl6* (Fig. 5c; Supplementary Figure 13). To confirm *Lyz2*^*+*^ myofibroblasts at the protein level, we performed single-cell western blot on unsorted cells from day 12 *Sm22-Cre;tdTomato* wounds and stained for LYZ and tdTomato (Fig. 5e; Supplementary Figure 14). Indeed, ~6% of tdTomato-expressing wound cells were LYZ^+^/tdTomato^+^ double-positive (77 out of 1293 cells) (Fig. 5f). We also co-stained day 12 wounds for LYZ and fibroblast markers PDGFRA (Fig. 5g) and SMA (Fig. 5h), and in both cases detected double-positive cells.

**Fig. 5:**
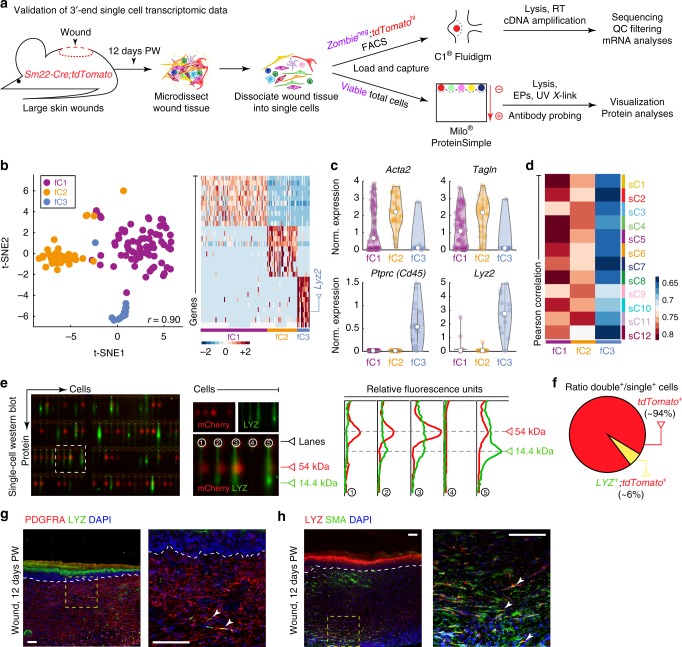
Validation of myeloid-derived myofibroblasts in day 12 wounds. **a** Schematic of cell isolation from day 12 wounds in *Sm22-Cre;tdTomato* mice, sorting for tdTomato^+^ cells, capture by microfluidic device, sequencing and downstream analysis, and wound cell processing for single-cell western blot. **b** t-SNE plot revealed heterogeneity among tdTomato^+^ wound cells. 116 sequenced cells were analyzed and three clusters were identified. Heatmap of top differentially expressed genes is shown on the right and *Lyz2* is marked. **c** Violin plots of contractile markers *Acta2* and *Tagln*, pan-hematopoietic marker *Ptprc* (aka *Cd45*) and myeloid marker *Lyz2*. **d** Pearson correlation analysis between day 12 tdTomato^+^ cell clusters and day 12 wound fibroblasts subclusters from Fig. 2a. **e** Single-cell western blot on unsorted cells from day 12 *Sm22-Cre;tdTomato* wounds revealed LYZ-expressing myofibroblasts. Chips were co-stained for LYZ (green) and tdTomato (mCherry, red). Graph on the right shows LYZ^+^/tdTomato^+^ double-positive cells in lanes #2, #3, and #5. Cell in lane #1 is single-positive for tdTomato and cell in lane #4 is double-negative. **f** Quantification shows that ~6% of tdTomato^+^ wound cells co-express LYZ (77 out of 1293 cells). See also Supplementary Figure 14. **g** Co-staining of day 12 wounds for LYZ (green) and PDGFRA (red) identified occasional double-positive fibroblasts. **h** Co-staining of day 12 wounds for LYZ (red) and SMA (green) identified occasional double-positive myofibroblasts. Immunostaining images shown on **g** and **h** are representative of the marker staining patterns observed in three or more independently stained samples. PW: post-wounding, FACS: fluorescence-activated cell sorting, RT: reverse transcription, EP: electrophoresis, QC: quality control. Size bars: **g**, **h**—100 µm

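In addition to the day 12 cells, the files hold 117 tdTomato-high cells from day 15 in captures of 84 and 33 cells, and 91 from day 21 in captures of 49 and 42 cells. They were made and quantified in the same way. The cell filters left 100 cells at day 15, with 73 and 27 per capture, and 73 cells at day 21, with 34 and 39. The median number of estimated fragments of a kept cell was 969970 and 960154 in the day 15 captures and 2155528 and 2377330 in the day 21 captures. Day 15 cells were therefore shallower, and they had a median of 5024 genes with a value above 0 against 5681 at day 21. Cells of the 3 days were clustered together after correction for capture within each day, and the clusters were named from the same marker lists. Shares of cells per capture were compared between days by an exact permutation test of the between-day sum of squares over the 210 assignments of the 7 captures to the days. Gene values were compared between days with limma on the log2(mean FPKM + 1) of each capture, with all 7 captures in the same fit.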

To determine if myeloid marker-expressing fibroblasts persist in healed wounds, we performed scRNA-seq on tdTomato^hi^ cells isolated from *Sm22-Cre;tdTomato* wounds at two additional time points, 15 days and 21 days PW (Supplementary Figure 15a). 

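The 292 kept cells formed 6 clusters. Clusters of 81, 79 and 49 cells had matrix fibroblast-like profiles, 50 cells were Rgs5 fibroblast-like, 26 were myeloid-like and 7 were in a cluster with cell cycle genes such as Cdk1 and Birc5. At a resolution of 0.6 there were 4 clusters. The detection shares in Supplementary Data 6 can be met by clusters of no fewer than 158, 55, 51 and 24 cells for tC1 to tC4. All 105 tC3 markers with an adjusted p below 0.05 in that table and found in the files had a higher mean in the Rgs5 fibroblast-like class than in the other cells, and all 116 such tC4 markers had a higher mean in the myeloid-like class. The 30 tC2 markers were all higher in the cluster of 81 cells. Of the 154 tC1 markers, 96, 134 and 119 were higher in the clusters of 81, 79 and 49 cells. These lists too come from the same cells, so they only relate the clusters here to those of the paper.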

Combined analysis on all cells from 12 days, 15 days, and 21 days PW showed that they form four clusters, tC1 through tC4 (Supplementary Figure 15b; Supplementary Data 6). Cells from all three time points contributed to all four clusters (Supplementary Figure 16a), although relative cluster contribution was time point-dependent (Supplementary Figures 15c and 16b). 

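Among the matrix fibroblast-like clusters, that of 79 cells held 73 cells of day 12, 6 of day 15 and 0 of day 21, which allows up to 4.11% of the day 21 cells. The cluster of 49 cells held 0, 6 and 43 cells of days 12, 15 and 21, where 0 of 119 allows up to 2.52%, and that of 81 cells held 3, 63 and 15. The shares of these single clusters were described and not tested. No capture spans days, so day cannot be told apart from depth or processing in them. At a resolution of 0.6, clusters with cells of all 3 days were found. The myeloid-like class held 14 cells of day 12, 4 of day 15 and 8 of day 21. Its share of kept cells was 10.8% ± 11.9 (SD, n = 3 captures) at day 12, 7.41% ± 10.5 (n = 2) at day 15 and 11.2% ± 4.96 (n = 2) at day 21, and did not differ by day (p = 0.905, exact permutation test). No myeloid-like cell was found among the 73 cells of day 15 capture 1, which allows a share of up to 4.11%, while day 15 capture 2 had 4 of 27 cells. The Rgs5 fibroblast-like share was 22.9% ± 10.4 (n = 3) at day 12, 13.5% ± 13.8 (n = 2) at day 15 and 8.63% ± 8.59 (n = 2) at day 21 (p = 0.390, exact permutation test).

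**Figure D1:**
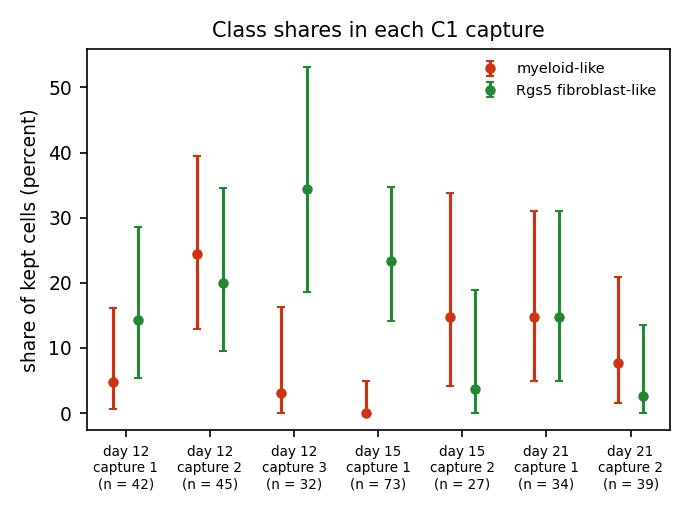
Share of kept cells, in percent, that are myeloid-like or Rgs5 fibroblast-like in each of the 7 C1 captures, with the number of kept cells under each. Points are shares and bars are 95% Clopper-Pearson intervals. The myeloid-like share was 24.4% in day 12 capture 2 and 0 in day 15 capture 1.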

Cluster tC4 was closely related to cluster fC3 from 12 days PW analysis (Supplementary Figure 15d) and also contained *Cd45* and *Lyz2* expressing cells (Supplementary Figure 16c). 

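The myeloid-like class of all days was compared with the other cells in the 4 captures with at least 3 such cells, namely day 12 capture 2, day 15 capture 2 and both day 21 captures. Lyz2 had a log2 mean of 13.26 ± 0.43 (SD, n = 4 captures) in the class and 1.11 ± 1.34 in the other cells, a difference of 12.14 (standard error 0.73, adjusted p = 2.9e-05 from limma). Ptprc differed by 7.50 (standard error 1.01, adjusted p = 0.0031) and was 0 in the other cells of these captures, so this value depends on the pseudocount. Both genes were higher in the class in 4 of 4 captures. With each capture left out in turn the difference in Lyz2 stayed between 11.87 and 12.73. A pseudocount of 10 gave the lowest value, 9.70. Of the 10079 genes tested, 1769 passed an adjusted p of 0.05, with 241 higher and 1528 lower in the class. The excess of lower genes depends on the setting, with 30 higher and 0 lower without the filter on low values (3888 genes at an unadjusted p below 0.05) and 129 higher and 121 lower with a pseudocount of 10. Over cells of all captures, Lyz2 was detected in 26 of 26 myeloid-like and 18 of 266 other cells, Ptprc in 22 and 1, and Cd68 in 26 and 10.
The contractile and matrix genes were lower in the class in 4 of 4 captures. Acta2 differed by -4.12 (standard error 1.04, adjusted p = 0.024), Tagln by -4.81 (standard error 1.15, adjusted p = 0.020) and Col12a1 by -4.53 (standard error 1.04, adjusted p = 0.019). Without the capture as a block, the adjusted p of Acta2 was 0.113. Without the filter on low values, the calls of Acta2, Tagln and Col12a1 were lost at adjusted p values of 0.162, 0.224 and 0.243. Pdgfra differed by -3.88 and Pdgfrb by -3.76. Over the held-out genes tested, the differences in Acta2, Tagln and Col12a1 had p values of 0.0033, 0.0027 and 0.0025 with limma when adjusted over the list alone. Acta2 was detected in 6 of 26 myeloid-like and 140 of 266 other cells, and Tagln in 3 and 183. In day 12 capture 2, where the class held 1 cell with both kinds of RNA, its log2 mean was 7.02 for Acta2 and 7.19 for Tagln. In day 15 capture 2, 2 such cells of 4 held Col12a1 at 162.61 and 726.99 FPKM, against a class mean of 224 FPKM. Of these, 1 held Tagln at 68.31 FPKM, against a class mean of 17.1 FPKM. In day 21 capture 1, 1 such cell of 5 held Col12a1 at 288.85 FPKM, against a class mean of 57.9 FPKM. Few cells thus carried much of these class means.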

Taken together, we identified a population of myofibroblasts with myeloid features that persist in wounds over the course of repair and regeneration and potentially form via myeloid cell reprograming.

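Myeloid-like cells were found in 6 of the 7 captures and on all 3 days. Lyz2 was detected in 14 of 14 myeloid-like cells at day 12, 4 of 4 at day 15 and 8 of 8 at day 21, with medians of 19453, 6126 and 10338 FPKM. Ptprc was detected in 12, 3 and 7 of these cells. Of the 26 cells, 22 held Col1a1 at a median of 7.17 FPKM, against 5962 FPKM in fibroblast-like cells, and Tagln was detected in 0 of the 22. In the other 4 cells, chosen for at least 1000 FPKM of Col1a1 after the values were seen, the median was 6562 FPKM of Col1a1 and 5181 FPKM of Lyz2. These 4 cells came from day 12 capture 2 (1 cell), day 15 capture 2 (2 cells) and day 21 capture 1 (1 cell). Lyz2, Acta2, Tagln and Col12a1 were all above 0 FPKM in 13 of the 292 kept cells (4.45%, 95% Clopper-Pearson interval 2.39 to 7.49), of which 1 was myeloid-like.
Lyz2 was detected in 18 of 259 fibroblast-like cells, with a median of 2.51 FPKM among these 18 cells. The share per capture was 2.56%, 24.2% and 10.0% at day 12, 5.63% and 0 at day 15, and 3.57% and 2.78% at day 21. The 0 of 22 cells in day 15 capture 2 allows a share of up to 13.6%. The shares did not differ by day beyond the spread between captures (p = 0.381, exact permutation test over 210 assignments). With at least 10 estimated fragments required, 3 of 33 cells of day 12 capture 2 remained positive in place of 8. No gene passed an adjusted p of 0.05 in limma between any 2 of the days, over 14720 genes tested. At an unadjusted p below 0.05 there were 844 genes between days 12 and 15, 963 between days 12 and 21 and 840 between days 15 and 21. With the capture number as a replicate block over captures 1 and 2 the number of genes passing was 0 for each comparison, and 717, 770 and 746 had an unadjusted p below 0.05. Between days 12 and 21 Tagln differed by -1.74 and Ccl6 by -4.97, with adjusted p values of 0.038 for each over the list alone.
Taking the cluster with Cd45 and Lyz2 at 12 days and among the cells of all time points together with its other assays, the paper concludes that myofibroblasts with myeloid features persist in wounds, and it proposes that they form by reprogramming of myeloid cells.

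**Figure D2:**
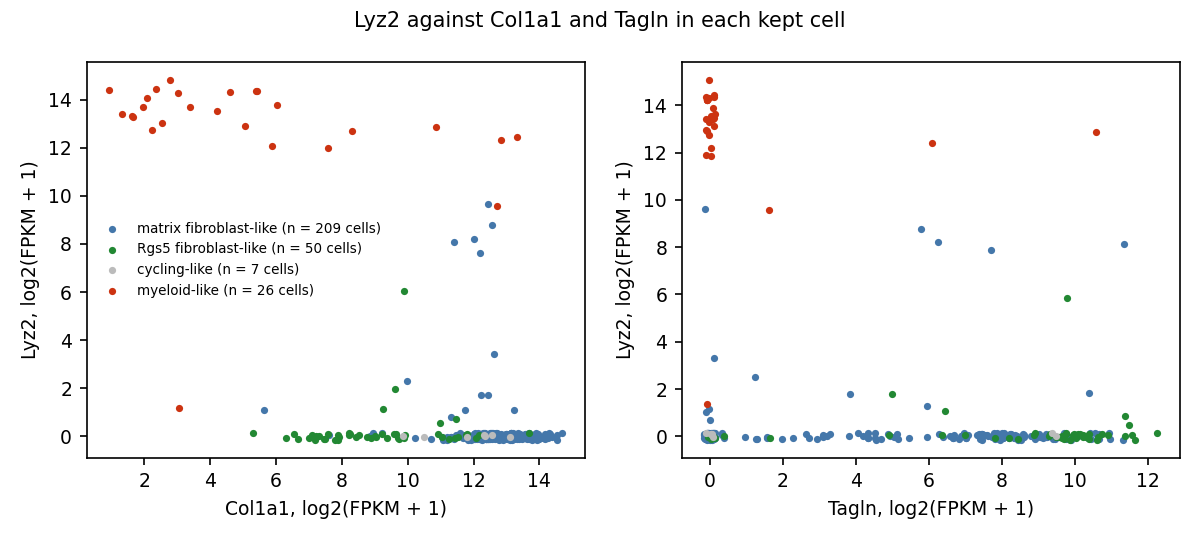
Lyz2 against Col1a1 (left) and Tagln (right) in each of the 292 kept cells, as log2(FPKM + 1) on both axes, with a small random shift so that points at 0 can be told apart. Colours mark the classes. The myeloid-like cells lie at high Lyz2, with 22 of the 26 below 1000 FPKM of Col1a1.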

### Hematopoietic lineage cells contribute to wound dermis

Following our scRNA-seq findings, we noted that previous work indicated that myeloid cells can convert into myofibroblasts^34^, but the extent of this conversion is organ and injury context-specific^35–41^. Considering that in large wounds, adipocytes regenerate predominantly from myofibroblasts^5^, we asked to what extent myeloid cells contribute to their population. We performed wounding experiments in bone marrow transplantation (BMT) mouse models. In some BMT models, we reconstituted lethally irradiated mice with GFP-expressing cells, while in others with cells expressing lacZ under the control of lineage-specific promoters (Fig. 6a). To distinguish between hematopoietic and non-hematopoietic cells, we performed BMT using the sorted CD45^+^ bone marrow (BM) fraction. In CD45^+^ BMT models, we achieved high levels of peripheral blood chimerism, compatible to BMT mice reconstituted with whole BM (Supplementary Figure 17). We also generated BMT mice using multipotent hematopoietic stem cells (HSCs) purified based on the SLAM marker signature: Lineage^neg^, SCA1^+^, c-KIT^+^, CD150^+^, CD48^neg^ (Supplementary Figure 17e). We transplanted between 2300 and 4400 HSCs per recipient mouse and in all cases achieved successful reconstitution of the hematopoietic lineage, confirmed by high levels of peripheral blood chimerism (Supplementary Figure 17f, g) and bone marrow fluorescence (Supplementary Figure 18a). Following wounding, healed tissue in GFP^+^ HSCs BMT mice showed consistently high contribution from hematopoietic lineage on 28 days PW, with many GFP^+^ cells surrounding neogenic hair follicles (*n* = 18 animals) (Fig. 7a; Supplementary Figure 19). Flow cytometry on wound tissue confirmed that long-term contribution from the hematopoietic lineage constituted ~30% at both 28 days (*n* = 3 biologically independent samples) and 2 months PW (*n* = 3 biologically independent samples) (Fig. 6b–d). In contrast, BMT mice that received GFP^+^ CD45^neg^ non-hematopoietic BM fraction, which includes mesenchymal stromal cells, had no GFP^+^ contribution to the wound (Fig. 7b) despite showing BM repopulation (*n* = 11 animals; these BMT mice also received wild type whole BM support cells) (Supplementary Figure 18b).

**Fig. 6:**
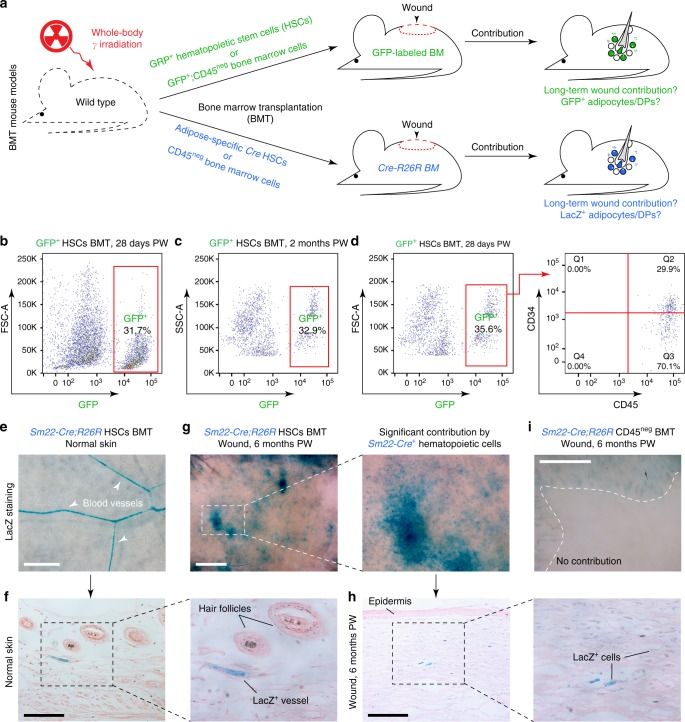
Hematopoietic lineage contributes toward regenerating wounds in BMT mice. **a** Schematic representation of the key BMT experiments used to assess the contribution of hematopoietic lineage cells to de novo adipocytes. **b–d** Based on flow cytometry analysis, the hematopoietic lineage contributes ~30% of the cells in dermal wound tissue 28 days and 2 months PW in GFP^+^ HSCs BMT mice. **e**–**h** LacZ expression patterns in the wounds of *Sm22-Cre;R26R* HSCs BMT mice confirmed that a portion of contractile wound cells (**g**, **h**) and perivascular contractile cells (arrowheads on **e**) originate from the hematopoietic lineage. **i** Wounding experiments in *Sm22-Cre;R26R* CD45^neg^ BMT mice showed that non-hematopoietic BM cells do not contribute toward contractile wound and peri-wound cells. Images shown in **e–i** are representative of the lacZ expression patterns observed in three or more independent samples. HSC: hematopoietic stem cell, BM: bone marrow, BMT: bone marrow transplantation, DP: dermal papilla, PW: post-wounding day. Size bars: **e**, **g**, **i**—1 mm; **f**, **h**—125 µm

**Fig. 7:**
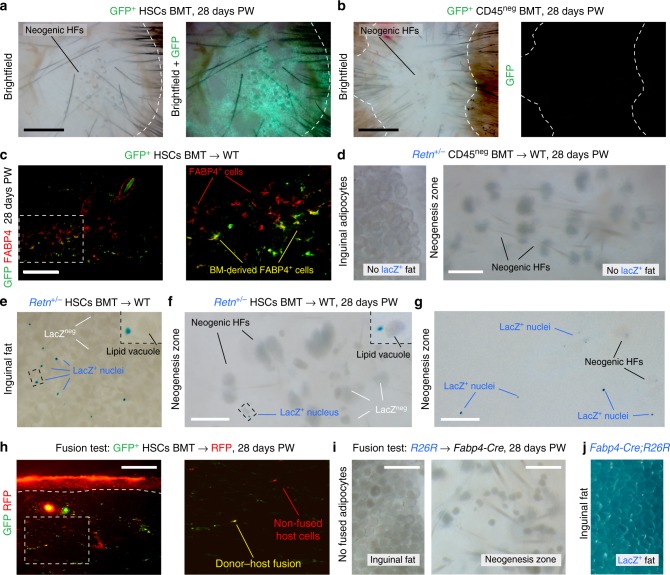
Hematopoietic lineage cells contribute to rare de novo adipocytes. **a**, **b** GFP expressing cells in GFP^+^ HSCs BMT mice (**a**), but not in GFP^+^ CD45^neg^ BMT mice (**b**), showed significant contribution to the areas of neogenesis 28 days PW. See also Supplementary Figure 19. **c** In the wounds of GFP^+^ HSCs BMT mice, GFP^+^ cells localize around neogenic hair follicles and a portion of them co-expresses FABP4 at 28 days PW. Image is representative of the marker staining pattern observed in three or more independently stained samples. **d** CD45^neg^ BM cells do not contribute toward adipocytes in the inguinal fat or regenerated 28 days PW wounds of BMT mice reconstituted with *Retn-lacZ* CD45^neg^ cells. **e**–**g** In contrast, hematopoietic lineage cells consistently contributed toward rare adipocytes (cells with nuclear lacZ expression) in the inguinal fat (**e**) and regenerated 28 days PW wounds (**f**, **g**) of BMT mice reconstituted with *Retn-lacZ* HSCs. Insets on **e** and **f** show positive adipocytes with lipid vacuole and peripherally-positioned lacZ^+^ nucleus. **h** Only rare cell fusion events were identified on the basis of GFP/RFP double fluorescence in 28 days PW wounds of GFP^+^ HSCs into RFP^+^ BMT mice. Fused and non-fused host cells are marked on the enlarged inset. Image is representative of the GFP and RFP expression patterns observed in three or more independently stained samples. **i**, **j** Lack of cell fusion-dependent de novo adipocytes in wounds of BMT models was confirmed by the absence of lacZ^+^ cells in *R26R* HSCs into *Fabp4-Cre* BMT mice (**i**). This was contrasted by robust lacZ expression in the inguinal fat of *Fabp4-Cre;R26R* mice (**j**). PW: post-wounding, BM: bone marrow, BMT: bone marrow transplantation, HSC: hematopoietic stem cell, HF: hair follicle. Size bars: **a**, **b**—1 mm; **c**, **h**—50 µm; **d**, **f**, **g**, **i**—200 µm

Next, we wounded BMT mice reconstituted with *Sm22-Cre;R26R* HSCs. In this model, we expected lacZ expression to mark contractile cells that derived from reconstituted hematopoietic lineage cells (but not from transplanted HSCs directly), that activated *Sm22* promoter-controlled Cre recombinase. Indeed, consistent with the possibility of long-lasting hematopoietic contribution to wound myofibroblasts we observed lacZ-positive cells in wounds from *Sm22-Cre;R26R* HSCs BMT mice (*n* = 9 animals) 6 months after wounding (Fig. 6e–h). This was contrasted by the absence of lacZ-positive cells in the wounds of BMT mice reconstituted with *Sm22-Cre;R26R* CD45^neg^ BM cells (*n* = 4 animals) (Fig. 6i). We also found lacZ-expressing cells along many blood vessels (Fig. 6e, f), suggesting that upon BMT hematopoietic lineage cells may also participate in reconstituting perivascular mural cells.

### Hematopoietic lineage cells convert to de novo adipocytes

Because fibroblast and fat lineages are closely related developmentally, we hypothesized that some hematopoietic lineage cells that initially convert into myofibroblasts might then become de novo adipocytes. Although contested^42,43^, several studies have reported that, in principle, myeloid cells can convert into adipocytes upon integration into pre-existing fat tissue^44–46^. Contribution of myeloid cells towards fat is variable and is dependent on gender and anatomical site, with visceral fat in female mice experiencing up to 10% contribution^44^.

We employed both BMT and non-BMT mouse models to evaluate this possibility. Indeed, wounds in GFP^+^ HSCs BMT mice contain many GFP^+^ cells that co-stained for the adipocyte marker FABP4 in areas surrounding neogenic hair follicles (Fig. 7c). By taking advantage of the fact that in mice the expression of *Retn*, which encodes for Resistin, is exclusive to mature fat cells, we generated *Retn-lacZ* HSCs BMT and *Retn-lacZ* CD45^neg^ BMT models using the approach described above (Fig. 6a). In these mice, nuclear lacZ expression can be used to genetically identify functionally mature de novo adipocytes that may have derived from transplanted BM progenitors rather than from the host sources. We consistently observed formation of occasional lacZ-positive de novo adipocytes in the hair-bearing wounds of *Retn-lacZ* HSCs BMT mice (*n* = 72 animals) (Fig. 7f, g), but not in *Retn-lacZ* CD45^neg^ BMT mice (*n* = 50 animals) (Fig. 7d). Importantly, in agreement with a previous report^44^, we also observed integration of hematopoietic-derived lacZ-expressing adipocytes into normal fat of *Retn-lacZ* HSCs BMT mice (Fig. 7e).

Next, we examined if the hematopoietic lineage in BMT mice contributes to de novo adipocytes via direct conversion rather than cell fusion. For that purpose, we generated BMT models in which we transplanted GFP^+^ HSCs into RFP^+^ hosts and *R26R*^*+/−*^ HSCs into *Fabp4-Cre* hosts. In the first model, all fused cells can be identified on the basis of GFP/RFP double fluorescence. In the second model only fusion-derived de novo adipocytes contain *Fabp4-Cre* construct necessary for *R26R* reporter activation. We observed only very occasional GFP/RFP double positive cells in the hair-bearing wounds of GFP^+^ HSCs into RFP^+^ BMT mice (*n* = 8 animals) (Fig. 7h). LacZ-positive adipocytes were not observed in regenerated wounds and in normal fat of *R26R*^*+/−*^ HSCs into *Fabp4-Cre* BMT mice (*n* = 13 animals) (Fig. 7i), in contrast to robust lacZ expression in fat of non-BMT *Fabp4-Cre;R26R* mice (Fig. 7j). These experiments confirm that hematopoietic-to-adipose lineage conversion, rather than cell fusion, takes place during de novo fat regeneration in the wound.

### Lineage study confirms myeloid origin of de novo adipocytes

We then studied wound healing in *Cd45-Cre;R26R* mice to verify that hematopoietic cells contribute to de novo fat physiologically and not only in the context of BMT models. In these mice, where Cre activity is restricted to the hematopoietic lineage^47^, we observed consistent, albeit occasional formation of lacZ-positive de novo adipocytes (*n* = 9 animals) (Fig. 8a; Supplementary Figure 20a). Similarly, lacZ-positive adipocytes formed in the wounds of *LysM-Cre;R26R* mice (*n* = 12 animals) (Fig. 8b, c; Supplementary Figure 20b), and a portion of tdTomato^+^ cells, derived from 26 days PW hair-bearing wounds of *LysM-Cre;tdTomato* mice, differentiated into lipid-laden adipocytes when cultured under adipogenic conditions (*n* = 3 replicate cultures) (Fig. 8d). This suggests that hematopoietic lineage contribution to fat neogenesis is mediated via myeloid progenitors. Consistent with occasional distribution patterns of lacZ-positive adipocytes in wounds of *LysM-Cre;R26R* mice, *LysM-Cre;Pparγ*^−/−^ mutants did not have a clear de novo fat defect (*n* = 20 animals) (Fig. 8e vs. 8f), characteristic of *Sm22-Cre;Pparγ*^−*/*−^ mice described in Plikus, Guerrero-Juarez^5^. Curiously, in both mouse models, we also observed occasional formation of neogenic hair follicles with lacZ-positive DPs and dermal sheath (Fig. 8a, b, red arrowheads; Supplementary Figure 20), suggesting that the lineage plasticity repertoire of myeloid cells during wound regeneration might extend beyond adipogenesis. Taken together, our lineage tracing studies help to establish the role of myeloid cells as one of the sources of adipogenic progenitors during wound regeneration.

**Fig. 8:**
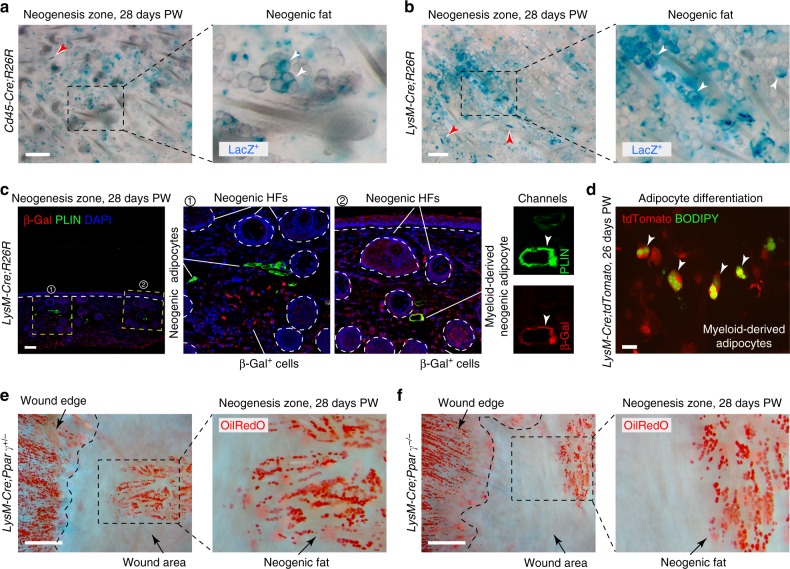
Myeloid lineage cells contribute to rare de novo adipocytes. **a**, **b** LacZ^+^ clusters of de novo adipocytes (white arrowheads) were consistently identified in the wounds of pan-hematopoietic specific *Cd45-Cre;R26R* (**a**) and myeloid-specific *LysM-Cre;R26R* mice (**b**). Red arrowheads mark lacZ^+^ DPs of neogenic hair follicles. See also Supplementary Figure 20. **c** Co-staining of day 28 *LysM-Cre;R26R* wounds for β-Gal (red) and PLIN (green) identified both single-positive (inset 1) and double-positive mature adipocytes (inset 2) in the region of neogenesis. Image is representative of the marker staining patterns observed in three or more independently stained samples. **d** Lipid-laden adipocytes (BODIPY^+^, green) can be differentiated in vitro under adipogenic conditions from tdTomato^+^ cells (red), isolated from day 26 hair-bearing wounds from *LysM-Cre;tdTomato* mice. **e**, **f** In agreement with the limited lineage contribution from myeloid cells toward de novo adipocytes *LysM-Cre;Ppar*γ^−/−^ mutants regenerated nearly normal-looking de novo fat (compare mutant wound on **f** with heterozygous control on **e**). Adipocytes were stained red with OilRedO. PW: post-wounding, HF: hair follicle. Size bars: **a**, **b**—200 µm; **c**—100 µm; **d**—25 µm; **e**, **f**—1 mm

## Discussion

Traditionally, adult mammals are considered to have limited regenerative abilities and scarring is thought to be the default repair response. The notable exceptions to this rule are digit tip regeneration after amputation^48,49^ and neogenesis of hair follicles^4,6,7,14^ and fat^5^ in the center of large excisional wounds. Intriguingly, lineage studies reveal important differences in the regenerative strategies between these two systems. Epithelial and mesenchymal structures in the digit tip regenerate from several types of fate-restricted progenitors and no multipotent progenitors or lineage reprogramming events are observed^48,49^. In contrast, large skin wounds demonstrate broadened lineage plasticity. Although progeny of preexisting hair-fated bulge stem cells migrate into wound epidermis, they do not partake in hair follicle neogenesis^4^. Instead, new hair follicles regenerate from non-bulge epithelial stem cells^15,20^, among other sources. Fat neogenesis is driven by lineage reprogramming of non-adipogenic wound myofibroblasts^5^. DP neogenesis also likely relies on myofibroblast reprogramming strategy^14^.

Are all wound myofibroblasts identical or heterogeneous in terms of their origin, properties, and morphogenetic competence? While studying cell origin requires genetic fate mapping, and assessment of morphogenetic competence requires functional studies, scRNA-seq allows large-scale profiling of cell properties in complex tissues. Recently, this approach has been applied to studying cellular heterogeneity in the skin, including epithelial cells of mouse hair follicles^50,51^, and early wounds^52^, and keratinocytes^53^ and fibroblasts^54,55^ of human skin. Tabib, Morse^55^ identified two major populations of human skin fibroblasts, characterized by co-expression of *SFRP2*^*+*^*/DPP4*^*+*^ and *FMO1*^*+*^*/LSP1*^*+*^ markers. These further subdivide into several subpopulations. Philippeos, Telerman^54^ identified five fibroblast populations: upper and lower dermal fibroblasts, pericytes, and two uncharacterized populations. scRNA-seq has also been used to study heterogeneity of disease-associated fibroblasts in the synovial tissue upon rheumatoid arthritis^56,57^ and in the lung upon bleomycin-induced fibrosis^58^.

Here, we studied fibroblast heterogeneity in the mouse model for wound-induced regeneration at 12 days PW when wound re-epithelialization is completed and preceding hair follicle neogenesis. At later time points 15 days and 21 days PW, we anticipated a decrease in SMA expression and change in fibroblast types. We show that wound fibroblasts can be broadly classified into two major populations on the basis of their transcription factor signatures and PDGF receptor expression patterns. *Pdgfra*^high^ fibroblasts, which dominate in the wound, further subdivided into upper and lower dermal fractions, based on their localization and gene expression. *Pdgfra*^low^ cells constituted nearly a quarter of all wound fibroblasts and localized throughout wound dermis. Lineage tracing will be required to determine which fibroblast population preferentially contributes toward newly regenerating hair follicle mesenchyme and adipocytes. Prominent additional heterogeneity exists within both populations, and pseudotime and RNA velocity analyses predict three distinct fibroblast-to-myofibroblast differentiation trajectories. Future work should aim to understand the functional significance of this heterogeneity in the context of regeneration and to lineage trace wound fibroblast origin to distinct skin fibroblasts in the unwounded skin.

BM-derived progenitors, including myeloid cells, endothelial progenitors, and circulating mesenchymal stem cells can contribute new stromal cells toward injured tissues in various organs. Scar tissue in heart following myocardial infarction^59^, cornea following keratectomy^60^, and lung in pulmonary fibrosis^61^ contains BM-derived collagen-producing myofibroblasts. In skin, studies document BM giving rise to fibroblasts at the injury sites^35–41^, while some studies report this contribution to be minimal^62,63^. Such a discrepancy is likely attributed to several factors, including the type and extent of injury and experimental timing. The contribution from BM progenitors toward repairing tissues was shown to increase with the extent of injury^37,64,65^, yet most of the previous studies were performed on small wounds. Also, many previous studies failed to evaluate long-term BM contribution, yet BM-derived fibroblasts in the scar were shown to peak after 22 days^35^.

Our data from large excisional wounds shows that the contribution from myeloid cells to wound fibroblasts is small yet significant, between 6% and 11.3%, depending on the assessment method. scRNA-seq analysis revealed an intermediate state of wound cells, displaying dual gene expression signature, enriched for contractile and mesenchymal extracellular matrix genes, as well as myeloid cell surface antigens and inflammatory cytokines. RNA velocity analysis showed that wound cells progress through this intermediate state in a myeloid-to-fibroblast direction. We also showed that at least a portion of these cells can convert into de novo adipocytes around neogenic hair follicles. Previously, adipogenic conversion of myeloid cells has been shown both in vitro^66,67^ and in vivo in major adipose depots, such as in inguinal fat^44,45^; although some studies contested these observations^42,43^. Most recently, ~10% of adipocytes were shown to form from hematopoietic lineage in human subjects undergoing BMT treatment^46^, while in another human BMT study, up to 35% of adipocytes were traced to transplanted BM sources^45^.

Overall, our findings illustrate the dynamic nature of fibroblast identities during wound healing, and the powerful wound-induced plasticity of myeloid lineage cells. scRNA-seq analysis infers several pathways fibroblasts follow during wound healing, including contractile and regenerative. The lineage relationship between myeloid cells and adipogenesis suggests further characterization of the factors influencing plasticity and fate switching could uncover potential therapeutic approaches to treating wounds and scars.

## Methods

### Mouse models

The following mouse models were used in this study: *C57BL/6J* (JAX stock 000664), *Retn-lacZ*, *Sm22-Cre* (JAX stock 004746), *Cd45-Cre*, *LysM-Cre* (JAX stock 004781), *Fabp4-Cre* (JAX stock 005069), *Pparγ*^*flox*^ (JAX stock 004584), *R26R* (JAX stock 003474), *tdTomato* (JAX stock 007909), *GFP* (JAX stock 004353), *RFP* (JAX stock 006051), *and Rag1*^*−/−*^ (JAX stock 002216).

### Wounding experiments

All animal experiments were carried out in accordance with the guidelines of the Institutional Animal Care and Use Committee of the University of Pennsylvania and University of California, Irvine. Animals were anesthetized with isoflurane, hairs were clipped, skin site was disinfected and a single full thickness excisional wound was created on their dorsum using scissors (squared *s* *=* 1.5 cm)^4–6^. Both male and female mice between 6 and 8 weeks of age were used. Following wounding, all animals were housed individually. Wounds were let to heal by secondary intention. No wound dressing was applied. Animals were used as biological replicates.

### Bone marrow transplantation

Bone marrow cells were flushed from the long bones with Dulbecco’s Modified Eagle’s Medium supplemented with 5% heat-inactivated calf serum (Gibco). To obtain a single cell suspension, cells were filtered through a 45 µm nylon screen. Cells were blocked with anti-rat and anti-mouse IgG (Sigma) for 15 min. For isolation of HSCs, cells were then stained with CD45 (APC-Cy7, BD Pharmingen), CD150 (APC, Biolegend), CD48 (Pacific Blue, Biolegend), SCA1 (PE-Cy5.5, Invitrogen), and c-KIT (PE-Cy7, eBioscience), as well as PE-conjugated lineage markers including CD19, B220, CD3, CD4, CD8, GR-1, MAC-1, NK1.1, and TER119 (eBioscience). Cells were resuspended in DAPI to discriminate live from dead cells. HSCs were sorted by isolating Lineage^neg^, SCA1^+^, c-KIT^+^, CD150^+^, CD48^neg^ cells using a BD FACSAria II flow cytometer (BD Biosciences). Approximately 150,000–2,000,000 CD45^+^ cells or 2300–4400 HSCs, or ~150,000–2,000,000 CD45^neg^ cells were resuspended in phosphate buffered saline with 100,000–200,000 whole bone marrow cells for reconstitution and injected into lethally irradiated isogenic wild type host mice. For *Sm22-Cre;R26R* BMT experiments, cells were transplanted into immunodeficient *Rag1*^*−/−*^ mice. Donor chimerism was assessed by measuring GFP or CD45.1 vs. CD45.2 levels by FACS in the peripheral blood 8 weeks after transplantation.

### Whole mount lacZ staining

To detect lacZ activity, freshly isolated wound tissue samples were incubated with X-gal reagent in lacZ staining buffer^4,5^. Samples were post-fixed in 4% PFA.

### Whole mount OilRedO staining

PFA-fixed wound tissue samples were pre-incubated in propylene glycol and then stained with OilRedO buffer for 20 min. Samples were then washed in propylene glycol and stored in 0.05% aqueous solution of sodium azide.

### Histology and immunohistochemistry

Tissues were fixed in 4% PFA, dehydrated, paraffin embedded, and sectioned at 7–12 µm thickness. Frozen tissues were sectioned at 12 µm thickness. Immunostaining was performed both on frozen and paraffin sections. Heat-based antigen retrieval was performed when necessary. Tissue sections were blocked in either 3% BSA, 3% Donkey serum, or 3% mouse IgG from Mouse on Mouse (MOM) kit (Vector Labs). The primary antibodies used were goat anti-FABP4 (1:200; R&D Systems), mouse anti-SMA (1:500; R&D Systems), rabbit anti-RGS5 (1:250; Proteintech), rabbit anti-LYZ (1:250; Abcam), rabbit anti-CRABP1 (1:800; Cell Signaling), goat anti-CYP26B1 (1:50; Novus Biologicals); rabbit anti-G0S2 (1:100; Proteintech), mouse anti-MEST (1:250; Proteintech), goat anti-PDGFRA (1:350; R&D Systems), chicken anti-β-Gal (1:500; Abcam), and rabbit anti-PLIN (1:800; Cell Signaling). Tissue sections were visualized with Nikon T inverted (Nikon) and Olympus FluoView confocal (Olympus) microscopes.

### Cell culture and adipocyte differentiation

Primary cells were isolated from 26 days PW pooled wound tissues of *LysM-Cre;tdTomato* mice. Tissues were micro-dissected, minced, and incubated in a Collagenase IV solution for 60 min with constant rotation. Post-incubation, cells were filtered through a 40 µm nylon screen, centrifuged, washed, resuspended in DMEM supplemented with 10% FBS, antibiotics, and antifungals and cultured at 37 °C in a water-jacketed incubator with 5% CO_2_ output. Once cells reached confluency, they were switched to adipocyte differentiation media (Cell Solutions) for 72 h, upon which they were switched to adipocyte maintenance media (Cell Solutions) for additional 7 days. Cells were incubated with BODIPY (Thermo) as per manufacturer’s directions and visualized using a Nikon T inverted (Nikon) microscope.

### 3′-end single cell RNA-sequencing

Pooled wound tissues (*n* = 12 animals) were collected from *Sm22-Cre;tdTomato* mice on 12 days PW. Tissues were micro-dissected, minced, and incubated in a Dispase II/Collagenase IV/Liberase solution for 60 min with constant rotation. Post-incubation, cell aggregates were mechanically dissociated using GentleMACS (MACS). Single cell suspensions were treated with 1X RBC lysis buffer, washed, and re-suspended in 0.04% UltraPure BSA (Biolegend). Dead cells were removed using the MS columns of the Dead Cell Removal Kit (MACS) as per manufacturer’s directions. Live cells were resuspended in 0.04% UltraPure BSA and counted using the automated cell counter Countess (Thermo). GEM generation, barcoding, post GEM-RT cleanup, cDNA amplification, and cDNA library construction were performed using Single Cell 3′ v2 chemistry (10X Genomics). Library quality control metrics were as follows: 550.19 pg/µl with an average size ~454 bps. Libraries were sequenced on an Illumina HiSeq4000 platform (Illumina) (one lane, 100 PE). Cell counting, suspension, GEM generation, barcoding, post GEM-RT cleanup, cDNA amplification, library preparation, quality control, and sequencing were performed at the Genomics High Throughput Sequencing facility at the University of California, Irvine.

### Data processing for 3′-end transcripts

Transcripts were mapped to the mm10 reference genome (GRCm38.91) using Cell Ranger Version 2.1.0. The web summary of Cell Ranger statistics on cells, sequencing and mapping metrics pre-quality control assessment for downstream bioinformatics analyses were as follows—cell metrics: ~22,322 estimated number of cells, ~84.2% fraction reads in cells, ~13,819 mean reads per cell, ~1101 median genes per cell, ~19,070 total genes detected, ~2448 median UMI counts per cell; sequencing metrics: ~308,471,010 total number of reads, ~98.5% valid barcodes; mapping metrics: ~90.4% reads mapped to genome, ~85.5% reads mapped confidently to genome, ~65.9% reads mapped confidently to transcriptome.

### Quality control metrics for 3′-end transcripts

For downstream analyses after initial Cell Ranger metric assessment, low-quality cells were removed to eliminate cell-specific biases. Quality control metrics included keeping cells displaying < 8000 UMI/cell and < 2500 genes/cell, and no more than 8% mitochondrial gene expression. Post-quality control, 21,819 cells remained for downstream bioinformatic analyses.

### Downstream analyses of 3′-end transcripts

Clustering of cells was performed using the Seurat R package^25^. In brief, digital gene expression matrices were column-normalized and log-transformed. To identify cell clusters, principle component analysis (PCA) was first performed on the list of highly variable genes. A set of highly variable genes was then identified by binning the average expression of all genes into evenly sized groups and computing the median dispersion (variance divided by the mean) in each bin. Genes were selected for inclusion in PCA with an average expression > 0.01 and dispersion > 1.0. To identify significant PCs, we used the Jackstraw method (JackStraw function in Seurat). The top 40 PCs were used for clustering with the Louvain modularity-based community detection algorithm to generate cell clusters (FindClusters function, 13 clusters with resolution = 0.45). Marker genes were determined with *p-*value < 0.01 and log(fold-change) > 0.25 by performing differential gene expression analysis between the clusters using the likelihood-ratio test. To present high dimensional data in two-dimensional space, we performed t-SNE analysis using the results of PCA with significant PCs as input. For the subclustering analysis on all wound fibroblasts, we followed the same procedures as above. Briefly, the top 35 PCs were used for clustering and 12 subclusters were obtained with resolution = 0.6.

### Cell-cycle discrimination analyses

We used cell cycle-related genes, including a previously defined core set of 43 G1/S and 54 G2/M genes^29^. For each cell, a cell cycle phase (G1, S, G2/M) was assigned based on its expression of G1/S or G2/M phase genes using the scoring strategy described in CellCycleScoring function in Seurat. Cells in each cell cycle state were also quantified using the which.cells function in Seurat.

### Pseudotime analyses

We subclustered wound fibroblasts based on known fibroblast-specific markers. We used Monocle 2 to infer the pseudotime trajectories of these cells^31^, followed by scEpath^33^ to identify pseudotime-dependent gene expression changes. To model gene expression changes in pseudotime, scEpath first divides the pseudotime into 10 equally spaced bins. Then the expression of each gene in each bin is estimated by the trimean of the expressions of this gene across all the cells located in this bin. Furthermore, scEpath smoothens the average expression of each gene using cubic regression splines. To determine the pseudotime-dependent genes that are significantly changed, we compared the standard deviation of the observed smoothed expressions with a set of similarly permuted expressions by randomly permuting the cell order (1000 permutations in our analyses). We considered all genes with a standard deviation > 0.5 and a Bonferroni-corrected *p-*value below a significance level *α* = 0.01 to be pseudotime dependent. To analyze pseudotime-dependent TFs, we used genes that are annotated in the Animal Transcription Factor Database (AnimalTFDB 2.0)^68^. For the pseudotime analysis of *Lyz2*^*+*^ wound myeloid cells and *Lyz2*^*+*^ fibroblasts, we followed the same procedures.

### RNA velocity analyses

RNA velocity was calculated on the basis of spliced and unspliced transcript reads as previously reported^32^. Based on velocyto pipeline, annotation of spliced and unspliced reads was performed using the Python script velocyto.py on the Cell Ranger output folder. Only cells that were part of the pseudotime were considered in analyses. PCA analysis was performed with Pagoda2^69^ with spliced expression matrix as input, and cell-to-cell distance matrix was calculated using Euclidean distance based on the top 40 principal components. RNA velocity was estimated using gene-relative model with *k*-nearest neighbor cell pooling (*k* = 100). Velocity fields were projected onto the pseudotime space produced by Monocle 2. Parameter *n* sight, which defines the size of the neighborhood used for projecting the velocity, was 3500. For other parameters, we used the standard R implementation of velocyto with default settings.

### Full length single cell RNA-sequencing

Pooled wound tissues (*n* = 2–3 animals) were collected from *Sm22-Cre;tdTomato* mice on 12, 15, and 21 days PW. Wound tissue was micro-dissected and disaggregated into single cells with Dispase II (Sigma) and Collagenase IV (Sigma) at 37 °C with constant rotation. Single cell fraction was stained with Zombie Violet (1:1000; BioLegend) and FACS-sorted as Zombie^neg^;tdTomato^hi^ with a BD FACSAria II flow cytometer (BD Biosciences). Pre-sorted, viable tdTomato^hi^ single cells were re-suspended in DMEM supplemented with 10% FBS, antibiotics and antifungals, diluted with suspension reagent for attribution of optimal buoyancy, and loaded onto a large 17–25 µm 96-well microfluidic IFC (Fluidigm) for single cell capture in the automated C1 system for single-cell genomics (Fluidigm). Capture efficiency was assessed using bright field and fluorescent microscopy. Only cells captured singly (singlets) per micro-well were considered for downstream analyses. Double (doublets) and multiple (multiplets) cells captured per well were excluded. Lysis, RT, and cDNA pre-amplification were performed in loco (protocol 1.773×) with ultra-low input RNA reagents as suggested per manufacturer (Clontech). RNA spike-in controls were omitted. cDNA concentrations were estimated using Qubit 2.0 (Thermo) and cDNAs with concentration ≥ 1.0 ng/μl were used for downstream library preparation. Libraries were amplified using the Nextera XT v2 Index Kit (Illumina). Quality control on multiplexed libraries was performed using the Agilent Bioanalyzer and quantification was performed using KAPA for Illumina Sequencing Platforms (Illumina). Multiplexed libraries were sequenced as paired-end on an Illumina Next-Seq500 platform (Illumina).

### Full length transcript alignment and quantification

Demultiplexed, paired-end FASTQs were aligned to the mouse genome (mm10/gencode.Mv13) using Bowtie (version 1.0.0) with the following standard parameters: rsem-prepare-reference –bowtie –gtf and quantified using the RNA-seq by Expectation-Maximization algorithm (RSEM) (version 1.2.31) with the following standard parameters: rsem-calculate-expression -p $CORES –paired-end. Samples displaying ≥ 159,000 aligned reads were considered for downstream quality control filtering.

### Quality control metrics for full length transcripts

Cells with a total number of expressed genes > 11,000, a proportion of counts in mitochondrial genes > 15%, and genes expressed in < 3 cells were excluded for downstream analyses. 

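Over the 3 days the files hold 367 cells. The total of each cell was estimated, since the files hold no read totals, and 340 cells had at least 159000 estimated fragments. The other 27 cells were below this number or, in 2 cases, had no estimate. Of the 340 cells, 47 had more than 15% of their summed FPKM on mitochondrial genes and 1 had more than 11000 genes with a value above 0. This left 292 cells. Weighting FPKM by transcript length for the mitochondrial share also left 292 cells, with 120, 99 and 73 at days 12, 15 and 21. Genes with a value above 0 in at least 3 cells numbered 21865 over the 3 days.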

Fifty-six cells were removed from all replicates, leading to a total of 288 cells (116 cells at 12 days PW, 100 cells at 15 days PW, and 72 cells at 21 days PW) for downstream analyses. To adjust systematic variation in the relationship between transcript-specific expression and sequencing depth, we normalized our data using the quantile regression-based method SCnorm^70^. Samples were then natural log-transformed and added a pseudo-count of 1 followed by batch correction for each time point using the Bayesian-based method ComBat using the ComBat function from the sva R package. The batch corrected data were used for downstream analyses.

### Single-cell western blot

Single-cell western blot assays were performed using the ProteinSimple Milo platform with the standard scWest Kit as per manufacturer’s protocol. scWest chips were rehydrated and loaded with cells at a concentration of 1 × 10^5^ cells in 1 mL suspension buffer. Doublet/multiplet capture rate in scWest chip microwells was determined with light microscopy (~1.3%, established from > 1000 microwells). scWest chips were lysed for 10 s and immediately followed by electrophoresis for 80 s at 240 V. Protein immobilization was achieved with UV light exposure for a total of 4 min. scWest chips were sequentially probed with primary and secondary antibodies for 1 h. Primary antibodies used were goat anti-mCherry (1:10, SicGen) and rabbit anti-LYZ (1:20, Abcam). Secondary antibodies used were donkey anti-goat Alexa Fluor 647 (1:40, Thermo) and donkey anti-rabbit Alexa Fluor 555 (1:40, Thermo). Slides were washed, centrifuge-dried, and imaged with the GenePix 4000B Microarray Scanner (Molecular Devices). Data was analyzed using Scout Software (ProteinSimple) and ImageJ (NIH). Debris, artifacts, and false positive signals were manually excluded during data analyses.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this Article.

## Supplementary Information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The authors declare that all supporting data are available within the Article and its Supplementary Information files. 3′-end scRNA-seq data have been deposited in the GEO database under accession code GSE113854. Full length scRNA-seq data have been deposited in the GEO database under accession code GSE113605.

# Supplementary material for: Single-cell analysis reveals fibroblast heterogeneity and myeloid-derived adipocyte progenitors in murine skin wounds
**Source:** Nat Commun. 2019 Feb 8;10:650. doi: 10.1038/s41467-018-08247-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.
**Description:** Differentially expressed gene signatures of wound cells from day 12 post-wounding.

**Title:** Supplementary Data 2.
**Description:** Differentially expressed gene signatures of wound fibroblasts from day 12 post-wounding.

**Title:** Supplementary Data 3.
**Description:** Differentially expressed genes across wound fibroblast pseudotime.

**Title:** Supplementary Data 4.
**Description:** Differentially expressed genes across fibroblast-to-myeloid pseudotime.

**Title:** Supplementary Data 5.
**Description:** Differentially expressed gene signatures of tdTomato^+^ wound cells from day 12 post-wounding.

**Title:** Supplementary Data 6.
**Description:** Differentially expressed gene signatures of tdTomato^+^ wound cells from days 12, 15 and 21 post-wounding.

How the deposited data were processed for this re-analysis (not part of the article)

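Full-length RNA of single tdTomato-high cells from mouse wounds was used, from 3 C1 captures at post-wounding day 12, 2 at day 15 and 2 at day 21, with 367 cells in all. The authors aligned the reads and computed expression with RSEM on GENCODE mouse release 13, and the deposited values are FPKM. Gene positions and types were taken from GENCODE mouse release 21, which holds 50376 of the gene identifiers, while 224 had no record there. The droplet-based cells of day 12 wounds and the other assays of the paper were not analysed here.
The plan made before the data were examined assumed counts, and named limma as the fallback for values without counts. Tests on counts and the SCnorm normalization of the paper need counts and were not run. The choice of the Lyz2 and Pdgfrb differences as the values reported for their comparisons was made after the data were opened.
The fragments of a cell were estimated from the steps between its FPKM values on 9420 single-transcript genes of at least 1000 bp, with an assumed fragment length of 300 bp. The estimate was tested on 93 simulated cells. The median of estimated over true depth was 1.00, with 0.952 and 1.05 as the lowest and highest 5%, and 98.9% of cells were within 25% of the truth. Of these cells 3 fell on the wrong side of the minimum. The simulated depths were limited to those of the source cells after a first run with deeper ones had a poor lower tail. Cells were kept with at least 159000 estimated fragments, at most 11000 genes and at most 15% of FPKM on mitochondrial genes. A gene counted as detected with a value above 0, since counts of 1 could not be read from the values. At the floor of 3 fragments, 0 of N cells allows a share of 3 divided by N.
For clustering, genes in at least 3 cells were scaled to a total of 1000000, and genes with a mean of at least 0.01 and a dispersion z of at least 1 over 20 bins were used, 2816 for day 12 and 3300 for all days. Values were clipped at 10, and 10 principal components with 20 neighbours entered the Louvain clustering. A cluster was named for the marker list with the highest mean, unless at least 3 of its 10 leading genes were markers of another type and outnumbered its own. That limit was relaxed after a stricter one left a cluster of all days unnamed. The limits of 10 FPKM for Y-linked RNA and Xist, 1000 FPKM for Col1a1 and 50 FPKM for Lyz2 were set after the values were seen.
Class means were compared in captures with at least 3 cells of both classes, over genes with a mean of at least 1 FPKM, with limma with a variance trend and a pseudocount of 1. The adjusted p is that of Benjamini and Hochberg, and 0.05 is its threshold. Tests are two-sided. The classes were formed from many of the genes that were then compared between them, so the p values and counts of these comparisons are too favourable, apart from genes held out of the clustering, which are still related to the others. The block is the capture, since both class means come from it. Between days, the largest correlation between the deviations of captures of the same number was 0.092, so the numbers were not taken to pair captures, and the block on them was run as an alternative. On simulated data with 200 genes changed by 2 on the log2 scale, limma recovered 0% in each comparison. Changes of 4 and 6 were added after that was seen. For a change of 4, 66% was recovered between days 12 and 15, 60% between days 12 and 21, 3% for the Rgs5 fibroblast-like class and 8.5% for the myeloid-like class. For a change of 6 these were 87%, 89%, 64% and 52.5%. The permutation test of shares has 210 assignments of 7 captures to the days.
Genes are named in the text if the paper names them for the tdTomato-high cells or if they belong to a list of adipogenic genes (Zfp423, Pparg, Cebpa, Cebpb, Fabp4, Adipoq, Plin1, Lpl and Bmpr1a) or of sex-linked genes (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty). Leading genes of clusters are named as well, and other genes were singled out after their values were seen. The alternatives were the cell filters, batch correction, number of clusters, resolution, components, held-out genes, scaling, filter on low values, block, threshold for a positive cell and each capture left out in turn. Those added after seeing the data are the pseudocounts, the variance trend, weighting by fragments, protein-coding genes, the length-weighted mitochondrial share, 2 reads per fragment, 1 FPKM for detection and the test on matrix fibroblast-like cells. R 4.3.3 with Seurat 5.3.0 and limma 3.58.1 was used, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and scanpy 1.11.5.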

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

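The test for reads carried over between cells and that for the sex of the animals were chosen only after the result was seen.
Y-linked RNA (Ddx3y plus Eif2s3y of at least 10 FPKM) was found in 65.6% of the kept cells of day 12 capture 3, 40.5% of day 12 capture 1 and 16.4% of day 15 capture 1. It was found in 0 of the 45, 27, 34 and 39 kept cells of the other captures, which allows up to 6.67%, 11.1%, 8.82% and 7.69%. This is a signal in genes that the paper does not discuss. Over all captures 50 cells held Y-linked RNA and 84 held Xist. Carry-over of reads between cells at 10 FPKM or more would put both into the same cells. Both were held by 1 cell, in day 15 capture 1, which would also be a mark of a doublet. Carry-over below that limit is not seen by this test. Y-linked Uty had log2 means of 0.52 to 1.16 in the captures without such cells. The paper states that both sexes were used. The sex of the mice in each capture is not given, and no further biological explanation was tested.
The mean myeloid-like share was 2.63% ± 2.42 (SD, n = 3) in the captures with Y-linked RNA and 15.4% ± 6.88 (n = 4) in those without, with no overlap (two-sided p = 0.0571, exact permutation over 35 splits). The sex of the animals may be behind this, but the 3 captures with Y-linked RNA held 2 myeloid-like cells with such RNA. That is too few to decide, and capture cannot be told apart from sex. The gap was also present within days. At day 12 the share was 4.76% and 3.13% with Y-linked RNA against 24.4% without, and at day 15 it was 0 against 14.8%. Both day 21 captures lacked such RNA.
The paper states that 56 cells were removed. Here the limits on genes and mitochondrial share removed 48, and with the minimum of fragments 75 were removed. The paper reports no expression in its removed cells. Of the 75, 8 were myeloid-like when all cells were clustered (10.7%, 95% Clopper-Pearson interval 4.72 to 19.9), above the 4% that a count of 0 allows. They came from day 12 (6 cells), day 15 (1 cell) and day 21 (1 cell), and Lyz2 was detected in 8 of 8. Low depth of the removed cells may account for part of them. Of the 8 cells, 4 had enough fragments, and these were over the mitochondrial limit, so the part played by depth cannot be told apart. The rule for an even division of this kind was set after the value was seen. No biological explanation was tested.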

How the results depend on the processing

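The alternatives named below as added were chosen after seeing the data. The Lyz2 difference of the myeloid-like class over all days stayed past the threshold in 23 of 23 alternatives (9.70 to 13.86, adjusted p 6.8e-06 to 0.025 with limma). Some of the 23 could not differ. Day 12 captures 1 and 3 and day 15 capture 1 were not in the fit, so leaving them out changed nothing. The main result of 1769 genes also recurred without batch correction, at resolution 0.6, with no genes held out, with protein-coding genes and with the length-weighted mitochondrial share. At day 12, where the Lyz2 difference was not tested, it moved by less than its spread in 13 of 13 (7.70 to 11.15). The other day 12 differences kept their sign but moved by more in some of the 13: Ptprc in 5 (4.20 to 10.71 over all 13), Ccl6 in 4 (5.56 to 10.78), Acta2 in 4 (-8.67 to -3.89), Tagln in 5 (-12.42 to -3.80) and Col12a1 in 5 (-9.72 to -4.50). These differences have no value without batch correction or at resolution 0.6, where no myeloid-like cluster formed. Pdgfrb in the Rgs5 fibroblast-like class stayed higher and short of the threshold in 19 of 19 (1.03 to 1.89, adjusted p 0.21 to 0.66). The permutation p stayed above 0.05 for the myeloid-like share (0.6 to 0.983), the Rgs5 fibroblast-like share (0.286 to 0.733) and Lyz2-positive fibroblast-like cells (0.152 to 0.8).
For the Rgs5 fibroblast-like class, 74 genes passed with limma, 0 without the filter on low values (1569 at an unadjusted p below 0.05), 36 with each cell scaled to the same total, and 0 to 32 with a capture left out. Among added alternatives it was 2 with a pseudocount of 0.1, 0 with no variance trend (1599 unadjusted) and 27 with cells weighted by estimated fragments. For the myeloid-like class over all days, 1769 genes became 30 without the filter on low values, 250 with an added pseudocount of 10, and 1160 to 1835 with a capture left out. The number was 1160 without day 21 capture 2, and 2299 with each cell scaled to the same total. More genes are tested without the filter. For the other settings the cause was not tested.
Between days, 0 genes passed with limma. With a capture left out, 0 to 1 passed between days 12 and 15 (1 without day 15 capture 1), 0 to 3 between days 12 and 21 (3 without day 21 capture 1) and 0 to 1 between days 15 and 21 (1 without day 21 capture 1). With matrix fibroblast-like cells alone, an added setting, 1 passed between days 12 and 21. The cause was not tested. A lone capture of a day is assumed to vary like the others.
Over all days, Acta2 lost its call in 5 of 23 alternatives, Tagln and Col12a1 in 2 each and Cd68 in 1. At day 12, Col12a1 lost its call in 10 of 19 and Rgs5 in 8, while Pdgfra gained one in 1, without the block. The share of cells positive for all 4 genes fell to 2.05% with at least 10 estimated fragments and with each cell thinned. No result reversed. The tests on counts with other size factors, planned as alternatives, were not run for lack of counts. Depth limits detection, and a day 15 cell held a median of 965062 fragments against 2241951 at day 21.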

Differences from the paper's values

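Supplementary Data 5 and 6 give average natural-log fold changes and shares of cells with a value above 0, and their tests took cells as replicates. The fold changes given below for named genes were computed after batch correction unless another setting is named, and the shares before it. The median ratios over the genes listed used uncorrected FPKM instead. Over the genes listed, the median ratio of the values here to the paper's was 2.69, 2.32, 3.90, 2.39 and 3.32 on the natural scale for fC1, fC2, fC3, tC3 and tC4. On the log10 scale it was 1.17, 1.01, 1.69, 1.04 and 1.44, so fC2 and tC3 match in the median there and fC3 and tC4 do not, and single genes spread widely, with quartiles of 0.733 and 1.80 for fC2. The scale of the paper's column is not settled by this, and both are given. The log10 scale was tried after seeing the values.
For fC3 the paper's fold change is 0.728 for Ptprc, 3.32 for Lyz2 and 0.627 for Ccl6, and the values here are 6.01, 6.98 and 7.50 on the natural scale and 2.61, 3.03 and 3.26 on the log10 scale, where Lyz2 no longer differs by more than the spread between captures. The paper's share of the other cells is 1 for each of these genes, against 0.00943 for Ptprc, 0.123 for Lyz2 and 0.0283 for Ccl6. Of the alternatives set before the data were examined, k-means, 20 principal components and no genes held out differ as well on the natural scale and for the shares, and without batch correction or at resolution 0.6 there is no such cluster.
For tC4 the paper's fold change is 0.770 for Ptprc and 2.86 for Lyz2, against 5.68 and 6.17 here, or 2.47 and 2.68 on the log10 scale, where Lyz2 no longer differs by more than the spread. The paper's share of the other cells is 0.89 for Ptprc and 0.629 for Lyz2, against 0.00376 and 0.0677. No batch correction, k-means, resolution 0.6, 20 principal components and no genes held out differ as well on the natural scale and for the shares. After ComBat, a setting chosen after seeing the values, the share was 0.891 for Ptprc and 0.538 for Lyz2 in tC4, and 0.670, 0.755 and 0.689 for Ptprc, Lyz2 and Ccl6 in fC3.
For fC2 the paper's fold change of Pdgfrb is 0.486, against 1.13 here on the natural scale and 0.489 on the log10 scale, where the values match. On the natural scale, without batch correction (1.36) and with 20 principal components (1.17) it does not differ by more than the spread, while k-means, resolution 0.6 and no genes held out differ.
The paper finds each cluster of the time course at every time point. Here the clusters of 79 and 49 cells lacked day 21 and day 12 cells, while at resolution 0.6 each of the 4 clusters held cells of all days. Captures were corrected within each day only, so depth or processing may be part of this. The median depth of the clusters of 81, 79 and 49 cells was 0.687, 1.01 and 1.46 times that of all kept cells. The paper places fC3 closest to sC9 by correlation of profiles. By the mean of the marker lists, a different measure, the myeloid-like class was highest for sC10, at 2.84 against 0.14 for sC9. The paper counts sC10 among the subclusters closest to fC1, while 49 of the 67 sC10 markers were highest in the myeloid-like class and 10 in the matrix fibroblast-like class.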

Other observations

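The tests of explanations in this part, other than that for cells captured in the same chamber, and the test of Ccl6 between days were chosen only after the result was seen, while the adipogenic genes were listed before.
The myeloid-like cells held little Acta2, Tagln and Col12a1 RNA. Lower depth would need fewer fragments in these cells, and their median was 1.49 times that of the other cells. For the genes that differ between this class and the other cells over all days, 1 of 35 splits of the class means, the real one, gave as many genes (3 could not be fitted, and the largest other gave 20). For the Rgs5 fibroblast-like class 1 of 10 splits did. The classes were formed from the expression of most of these genes, so the splits alone do not decide. Of the genes held out of the clustering, 9 of 10 differed in the myeloid-like class and 6 of 8 in the Rgs5 fibroblast-like class with limma when adjusted over the list alone. For both classes the held-out genes argue against chance, but they are related to the clustered genes, so chance is not excluded. The splits did not keep the class means of a capture in opposite groups, and for the Rgs5 fibroblast-like class 10 splits are too few.
In 4 of the 26 myeloid-like cells Col1a1 was at the level of fibroblast-like cells. Carry-over between chambers or libraries would reach the other 22 cells too, whose median Col1a1 was 0.120% of the fibroblast-like level. A myeloid cell and a fibroblast captured in the same chamber may explain these cells. They held a median of 6374.5 genes against 4919 (range 2869 to 8474) in the other 22, and 39.4% of their Tyrobp. A single cell with both programs and a captured pair cannot be told apart by these values, since 4 cells are too few.
For Lyz2 in fibroblast-like cells, carry-over from myeloid-like cells of the same capture may contribute. Over 7 captures, the share of Lyz2-positive fibroblast-like cells and that of myeloid-like cells had Spearman rho of -0.0714 (two-sided permutation p = 0.906) and Pearson r of 0.536 (permutation p = 0.216), and r of -0.651 without day 12 capture 2 and day 15 capture 1. This cannot be told apart with 7 captures. In the 6 fibroblast-like cells with at least 50 FPKM of Lyz2, carry-over would bring Tyrobp too, but the median ratio of Tyrobp to Lyz2 was 0 against 0.404 in myeloid-like cells, and 1 of the 6 held Tyrobp, Fcer1g and Apoe together.
Batch correction may explain the paper's detection shares of 1 for myeloid genes in the cells outside fC3, since after ComBat 75.5% of the day 12 cells other than myeloid-like had a Lyz2 value above 0. It may also produce cells positive for Lyz2, Acta2, Tagln and Col12a1 together. After ComBat 10 of the 13 day 12 myeloid-like cells were, against 0 of 13 before, which allows up to 23.1%, and 71 of all 119 cells against 11 before. The paper's own count of such cells is from droplet-based data, which were not analysed here.
Ccl6 was detected in 12 of 14 myeloid-like cells at day 12, 2 of 4 at day 15 and 1 of 8 at day 21. Its log2 mean per capture was 8.88 ± 0.92 (SD, n = 3) at day 12 and 1.07 ± 1.51 (n = 2) at day 21 (exact permutation p = 0.1, two-sided, the smallest that 10 splits can give). A loss of depth would need fewer fragments at day 21, and the ratio of the medians was 1.14. A change with time after wounding stays open.
Of the adipogenic genes, Fabp4 was higher in the day 12 Rgs5 fibroblast-like class by 3.00 (adjusted p = 0.092 with limma, higher in 3 of 3 captures). Zfp423 (-0.65), Cebpa (-0.71), Cebpb (1.11), Lpl (-0.87) and Bmpr1a (-0.66) had adjusted p values of 0.81, 0.64, 0.59, 0.53 and 0.89. Pparg, Adipoq and Plin1 were below the filter on low values in that comparison. In the myeloid-like class over all days, Bmpr1a was lower in 4 of 4 captures at -3.47 (adjusted p = 0.026 with limma), Cebpb was higher in 4 of 4 at 2.65 (adjusted p = 0.11), and Cebpa (0.40) and Lpl (-0.40) had adjusted p values of 0.84 and 0.86. Zfp423, Pparg, Fabp4, Adipoq and Plin1 were not tested in this class. The log2 mean of Fabp4 was 0.07 ± 0.14 in the class and 2.22 ± 2.81 in the other cells (SD, n = 4 captures). These captures leave out day 12 capture 1, where the 2 myeloid-like cells were higher by 0.88. Over all captures Fabp4 was detected in 2 of 26 myeloid-like cells (mean 6.61 FPKM) and in 46 of 266 other cells (24.1 FPKM). In matrix fibroblast-like cells the mean was 6.64 FPKM. In day 12 capture 2 that of Plin1 was 7.63 in the class and 0.04 in the other cells. In the class it was 0 in day 15 capture 2 and both day 21 captures. Between days, no gene of this list passed the threshold.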
